# SphK-produced S1P in somatic cells is indispensable for LH-EGFR signaling-induced mouse oocyte maturation

**DOI:** 10.1038/s41419-022-05415-2

**Published:** 2022-11-17

**Authors:** Feifei Yuan, Xiaoqiong Hao, Yanying Cui, FuXin Huang, Xiaodan Zhang, Yanli Sun, Tiantian Hao, Zhijuan Wang, Wei Xia, Youqiang Su, Meijia Zhang

**Keywords:** Infertility, Reproductive disorders

## Abstract

Germ cell division and differentiation require intimate contact and interaction with the surrounding somatic cells. Luteinizing hormone (LH) triggers epidermal growth factor (EGF)-like growth factors to promote oocyte maturation and developmental competence by activating EGF receptor (EGFR) in somatic cells. Here, we showed that LH-EGFR signaling-activated sphingosine kinases (SphK) in somatic cells. The activation of EGFR by EGF increased S1P and calcium levels in cumulus-oocyte complexes (COCs), and decreased the binding affinity of natriuretic peptide receptor 2 (NPR2) for natriuretic peptide type C (NPPC) to release the cGMP-mediated meiotic arrest. These functions of EGF were blocked by the SphK inhibitor SKI-II, which could be reversed by the addition of S1P. S1P also activated the Akt/mTOR cascade reaction in oocytes and promoted targeting protein for Xklp2 (TPX2) accumulation and oocyte developmental competence. Specifically depleting *Sphk1/2* in somatic cells reduced S1P levels and impaired oocyte meiotic maturation and developmental competence, resulting in complete female infertility. Collectively, SphK-produced S1P in somatic cells serves as a functional transmitter of LH-EGFR signaling from somatic cells to oocytes: acting on somatic cells to induce oocyte meiotic maturation, and acting on oocytes to improve oocyte developmental competence.

## Introduction

Oocytes enter meiosis during fetal life and are long-term arrested in prophase I. When the follicles develop into the antral stage, oocytes become competent to resume meiosis. Natriuretic peptide type C (NPPC, also known as CNP) from mural granulosa cells (MGCs) maintains oocyte meiotic arrest by binding to its cognate receptor natriuretic peptide receptor 2 (NPR2) to stimulate cGMP production [1–4]. In preovulatory follicles, luteinizing hormone (LH) activates cGMP hydrolysis [5] and decreases guanylyl cyclase activity [6], resulting in a cGMP decrease in the follicles and then meiotic resumption. LH also decreases *Nppc* mRNA levels by activating tristetraprolin, which would lead to a decrease in NPPC levels and participate in meiotic resumption. LH signaling is amplified by promoting the expression of epidermal growth factor (EGF)-like growth factors in mural granulosa cells (MGCs) to activate EGF receptor (EGFR) in cumulus cells [7, 8], which is essential for oocyte maturation, cumulus expansion, and ovulation. The activation of EGFR by EGF increases calcium levels in cumulus cells to decrease the binding affinity of NPR2 for NPPC, resulting in meiotic resumption [9, 10]. In addition, elevated calcium also promotes cumulus expansion.

Oocyte maturation, completion of fertilization, and the first stages of embryo cleavage almost completely depend on the translation of maternal mRNAs [11], which is controlled by the regulators from the oocyte itself and somatic cells [12]. LH-EGFR signaling in somatic cells activates the PI3K/Akt/mTOR pathway in oocytes [12], and then stimulates the translation of eIF4E-sensitive mRNAs characterized by a 5’ terminal oligopyrimidine (TOP) motif [13]. The synthesis of these special proteins is required for normal spindle morphology and chromosome alignment during oocyte maturation [13], which is involved in establishing oocyte competence to successfully develop into embryos [12]. However, somatic cell-dependent maternal mRNA translation in oocytes is dispensable for meiotic progression [13]. Targeting protein for Xklp2 (TPX2) is a key component in spindle assembly, whose translation depends on somatic cell inputs and is promoted by the RNA-binding protein deleted in azoospermia-like (DAZL) [12, 14]. The downregulation of TPX2 or DAZL in germinal vesicle (GV) oocytes causes defects in spindle assembly and embryonic cleavage [14, 15].

Sphingosine-1-phosphate (S1P), a bioactive sphingolipid, is tightly regulated in a spatial-temporal manner by the synthetase sphingosine kinases (SphK1 and SphK2) and the degrading enzymes sphingosine phosphate lyase 1 (SGPL1) and S1P phosphatases (SGPP1 and SGPP2) [16]. The levels of cellular S1P are low in the basal state and are increased rapidly and transiently when cells are exposed to growth factors, including EGF [17]. S1P can mobilize endoplasmic reticulum (ER) calcium storage to elevate calcium levels by activating specific high-affinity G-protein-coupled receptors (S1PRs) or by acting intracellularly [18], which is of crucial importance in regulating cell function, including the reduced NPR2 activity in cumulus cells for oocyte meiotic resumption [9, 10, 19]. S1P can also activate the PI3K/Akt/mTOR pathway in various cell types via S1PRs, and then regulate cell growth by affecting the crucial steps of protein synthesis [20–22].

LH-EGFR signaling in somatic cells plays an important role in oocyte meiotic maturation and developmental competence. The precise molecular targets in these processes remain unclear. Here, we demonstrate that LH-EGFR signaling activates SphK to increase S1P levels in somatic cells. S1P not only induces oocyte meiotic maturation by elevating calcium levels of somatic cells, but also promotes oocyte developmental competence, possibly by activating the Akt/mTOR pathway in oocytes.

## Results

### LH/hCG and EGF increase SphK activity and S1P levels

We first detected the localization of SphK in eCG-primed mouse ovaries by immunofluorescence. SphK1/2 were strongly expressed in the cytoplasm of MGCs, cumulus cells, theca cells, and stromal cells and were also expressed in the cytoplasm and nucleolus of oocytes (Figs. 1a and S1a). The analysis of fluorescence intensity indicated that the expression levels of SphK1/2 in MGCs and cumulus cells were significantly higher than those in oocytes (Fig. 1b). The activation of the LH receptor by human chorionic gonadotropin (hCG, a pregnancy hormone that exhibits LH activity) obviously increased the fluorescence intensity of phosphorylated SphK1/2 in MGCs and cumulus cells (Figs. 1c and S1a). Consistent with this finding, the protein levels of phosphorylated SphK1/2 were significantly increased in MGCs and cumulus cells after hCG treatment (Fig. 1d). Furthermore, the addition of LH to follicle culture and EGF to cumulus-oocyte complex (COC) culture significantly increased the protein levels of phosphorylated SphK1/2 in cumulus cells (Fig. 1e, f). The LH-induced increase in phosphorylated SphK1/2 was completely blocked by the EGF receptor inhibitor AG1478 (Fig. 1e), indicating that LH activates SphK via EGFR. Treatment with hCG significantly increased S1P levels in COCs (Fig. 1g). EGF also significantly increased S1P levels in cultured COCs, which was completely inhibited by the SphK inhibitor SKI-II (Fig. 1g). Therefore, LH/hCG activates SphK in granulosa cells via EGFR signaling, which could increase intracellular S1P levels.

**Fig. 1:**
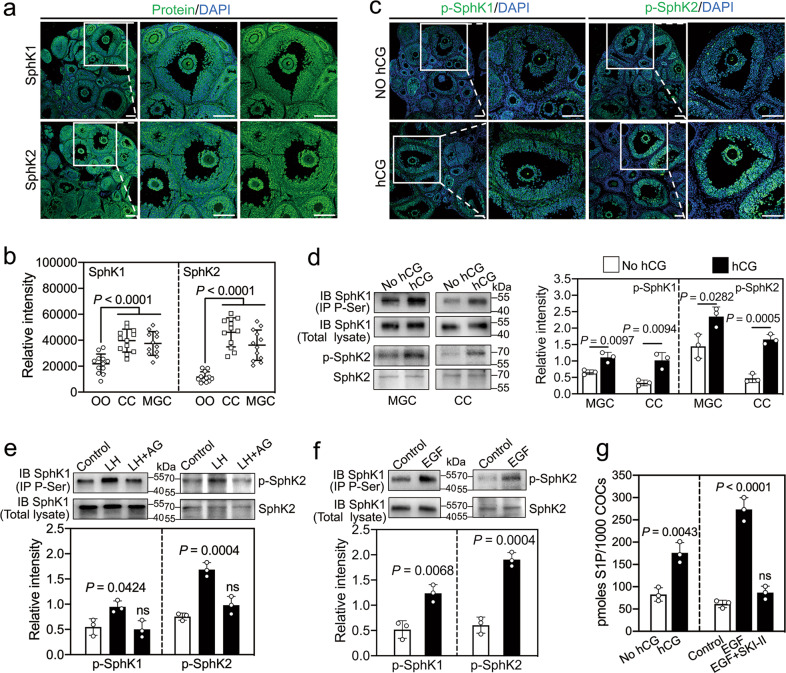
LH/hCG and EGF increases phosphorylated SphK and S1P levels. **a** Representative images of SphK1 and SphK2 (green) staining in ovaries isolated from eCG-primed mice. The nuclei were counterstained with DAPI (blue). The enlarged views of the boxed area are shown on the right side. **b** Fluorescence intensity analysis of SphK1 and SphK2 in oocytes (OO), cumulus cells (CC), and MGCs. A total of 12 large antral follicles were scored. **c** Representative images of p-SphK1 and p-SphK2 (green) staining in ovaries isolated from the mice before (no hCG group) and after hCG treatment (2 h). The nuclei were counterstained with DAPI (blue). The enlarged views of the boxed area are shown on the right side. **d–f** Western blotting analysis of p-SphK1 and p-SphK2 levels in MGCs and/or cumulus cells isolated from the mice before and after hCG treatment (2 h, **d**), the follicles at 2 h of culture (**e**) and the COCs at 2 h of culture (**f**). For p-SphK1, cell lysates were immunoprecipitated with anti-P-Ser antibodies and immunoblotted for SphK1. SphK1 in total lysates was used as an internal control. For p-SphK2, total SphK2 was used as an internal control. **g** The effects of hCG and EGF on the S1P levels of COCs. The concentration of SKI-II was 20 μM. For **a–g**, *n* = 3 independent experiments. The data represent the mean ± s.d. *P* values were determined by two-sided Student’s *t*-test (**d**, **f**, left panel of **g**) and one-way ANOVA followed by Tukey’s test (**b**, **e**, right panel of **g**). ns, not significant. Scale bars, 100 μm.

### SphK activity is required for LH-EGFR signaling-induced oocyte meiotic resumption and cumulus expansion

We studied the effect of SphK activity on LH-EGFR signaling-induced oocyte meiotic maturation. Interestingly, SKI-II, inhibited LH- and EGF-induced oocyte meiotic resumption in a dose-dependent manner (Fig. S1b), and 20 μM SKI-II completely blocked LH- and EGF-induced oocyte meiotic resumption, cumulus expansion, and cumulus expansion-related gene expression (Figs. 2a, b and S1c, d). However, ryanodine receptor inhibitor tetracaine had no effect, and the IP3 receptor inhibitors 2-aminoethoxydiphenyl borate (2-APB) and heparin had a slight inhibitory effect on EGF-induced meiotic resumption (Fig. S1e). SKI-II also completely blocked the effects of LH and/or EGF on calcium levels, NPR2 affinity for NPPC, and cGMP levels in COCs (Fig. 2c–f). The addition of S1P reversed the inhibition of SKI-II on EGF functions (Fig. S2). The elevation of calcium levels can induce oocyte meiotic resumption and cumulus expansion [9, 10]. These results suggest that LH-EGFR signaling induces oocyte meiotic resumption and cumulus expansion by SphK-producing S1P.

**Fig. 2:**
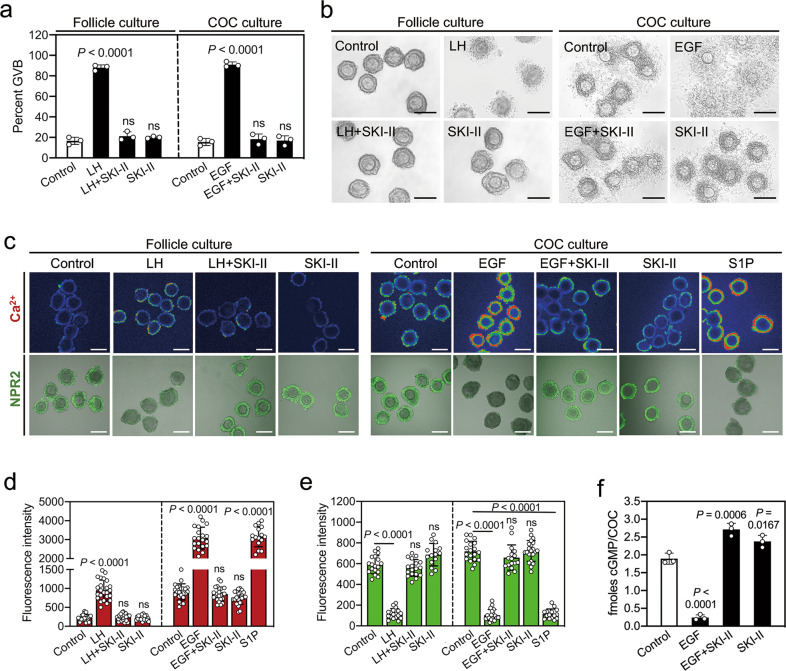
SKI-II blocks LH/EGF-induced oocyte meiotic resumption and cumulus expansion. Follicles and COCs isolated from eCG-primed mice were cultured in a medium supplemented with different drugs. **a** Proportion of oocytes having undergone GVB was determined at 4 h of culture. (*n* = 3 independent experiments). **b** Representative images of the morphology of cumulus expansion at 8 h of follicle culture and at 15 h of COC culture. At the end of the follicle culture, the COCs were released from the follicles. (*n* = 3 independent experiments). **c–e** Representative images of calcium levels (pseudocolor) and NPR2 affinity for NPPC (green) in cumulus cells at 2 h of culture (**c**), and the statistical analysis of calcium levels (**d**), and NPR2 affinity (**e**). (*n* ≥ 15 independent samples). **f** The cGMP levels of COCs after different treatments. (*n* = 3 independent experiments). The data represent the mean ± s.d. *P* values were determined by one-way ANOVA followed by Tukey’s test (**a**, **d**–**f**). ns not significant. Scale bars, 100 μm.

### LH-EGFR signaling increases PLN protein levels via SphK-produced S1P

Phospholamban (PLN), sarcolipin (SLN), and myoregulin (MLN) are reversible endogenous inhibitors of sarcoplasmic/endoplasmic reticulum calcium ATPase 2 (SERCA2) [23], and the inhibition of SERCA2 activity could increase the calcium levels in cumulus cells [9, 10]. Thus, we detected the expression patterns of PLN, SLN, and MLN in the ovary. *Pln* mRNA was present at a higher concentration than mRNAs for *Sln* and *Mln* in granulosa cells (Fig. S3a). The immunofluorescence results showed that PLN and SERCA2 were strongly colocalized in the cytoplasm of MGCs and cumulus cells, theca cells, and stromal cells but were slightly expressed in oocytes (Fig. 3a, b). In line with these observations, the mRNA and protein levels of PLN were significantly higher in MGCs and cumulus cells than in oocytes (Fig. 3c, d). Treatment with hCG had no effect on *Pln* mRNA levels, but significantly increased the protein levels of PLN in MGCs and cumulus cells (Figs. 3e and S3b, c). Similarly, the addition of LH to follicle culture and EGF to COC culture significantly increased the protein levels of PLN in cumulus cells, which was completely reversed by AG1478 (Fig. 3e). Furthermore, SKI-II completely inhibited EGF-promoted PLN protein levels, which could be reversed by the addition of S1P (Figs. 3f and S3d). Collectively, LH-EGFR signaling-produced S1P increases PLN levels in cumulus cells, and then elevates intracellular calcium levels by inhibiting SERCA2 activity (Fig. 3g). *S1pr1* and *S1pr2* mRNAs were present at high concentrations in MGCs and cumulus cells, and *S1pr3* mRNA was present at high concentrations in oocytes (Fig. S4a). However, the inhibition of S1PR1 (by W146) and/or S1PR2 (by JTE-013) could not block EGF- and S1P-induced increases in PLN and calcium levels in cumulus cells (Fig. S4b–d).

**Fig. 3:**
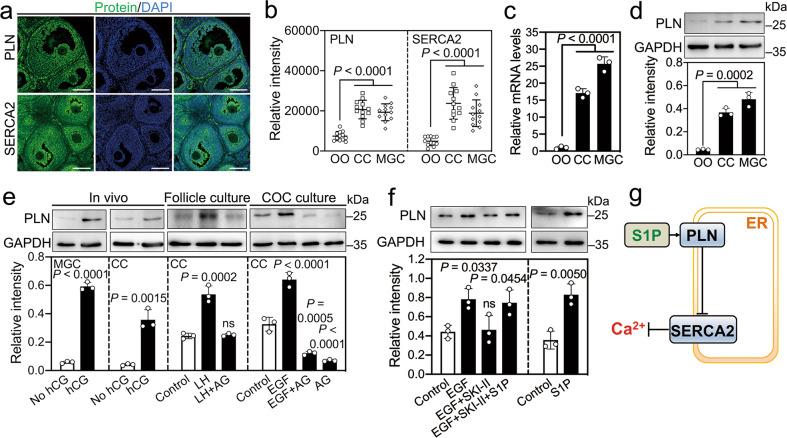
LH-EGFR signaling and S1P increase the protein levels of PLN. **a** Representative images of PLN and SERCA2 (green) staining in the ovaries isolated from eCG-primed mice. The nuclei were counterstained with DAPI (blue). Scale bars, 100 μm. **b** Fluorescence intensity analysis of PLN and SERCA2 in oocytes (OO), cumulus cells (CC), and MGCs. A total of 12 large antral follicles were scored. **c**, **d** The mRNA (**b**) and protein (**c**) levels of PLN in oocytes, cumulus cells, and MGCs isolated from eCG-primed mice. **e** Western blotting analysis of PLN levels in MGCs and/or cumulus cells isolated from the mice before and after hCG treatment (2 h), the follicles at 2 h of culture, and the COCs at 2 h of culture. **f** Western blotting analysis of PLN levels in cumulus cells of COCs at 2 h (right panel) or 0.5 h (left panel) of culture. GAPDH was used as an internal control (**d–f**). **g** Model of the signaling pathway for S1P elevating intracellular calcium levels. The endoplasmic reticulum (ER) is represented as an orange square. S1P increases PLN levels to inhibit SERCA2 activity, thereby increasing the intracellular Ca^2+^ concentration. For **a–f**, *n* = 3 independent experiments. The data represent the mean ± s.d. *P* values were determined by two-sided Student’s *t*-test (left two panels of **e**, right panel of **f**) and one-way ANOVA followed by Tukey’s test (**b–d**, right two panels of **e**, left panel of **f**). ns not significant.

### *Sphk1/2* depletion in granulosa cells causes oocyte meiotic maturation defects and infertility

*Sphk1*- and *Sphk2*-null mice are viable and fertile, but double knockout mice are embryonic lethal [24]. EGF could induce meiotic resumption of oocytes collected from *Sphk1*^*−/−*^ or *Sphk2*^*−/−*^ mice (Fig. S5a), indicating that both SphK1 and SphK2 are indispensable for mouse oocyte maturation. To analyze the physiological function of SphK in the ovaries, we crossed *Sphk2* ^*fl/fl*^ mice with *Fshr-Cre* transgenic mice and then crossed them into the *Sphk1*^*−/−*^ background, yielding *Sphk1*^*−/−*^*; Sphk2* ^*fl/fl*^*; Fshr-Cre* (*Sphk1/2*^*gc−/−*^) mice (Fig. S5b, c). The efficient depletion of *Sphk2* in granulosa cells was confirmed by immunofluorescence and western blotting (Fig. S5d, e). *Sphk1/2*^*gc−/−*^ females were completely infertile (Fig. 4a). Quantification of the number of large antral follicles from eCG-primed mice indicated that the depletion of *Sphk1/2* in granulosa cells had no effect on follicular growth (Fig. S6a, b). Compared with WT mice, the mRNA levels of cumulus expansion-related genes (Fig. S6e), the rate of oocytes having undergone germinal vesicle breakdown (GVB) in preovulatory follicles (91.8 vs. 41.0%, Fig. 4b, c), and the number of ovulated oocytes (45.2 vs. 19.0, Fig. 4b, c) were significantly decreased in *Sphk1/2*^*gc−/−*^ mice after hCG treatment. Consistent with these findings, the number of corpora lutea (CLs) in *Sphk1/2*^*gc−/−*^ mice was significantly decreased in pubertal ovaries at 48 h post-hCG and in adult ovaries (Figs. 4b, c and S6c, d). The serum progesterone (P4) levels of *Sphk1/2*^*gc−/−*^ mice were also significantly lower than those of WT mice (Fig. S6f), possibly due to the reduced CLs. Next, we studied the effects of *Sphk1/2* depletion on S1P and PLN levels. In WT mice, hCG treatment for 2 h increased S1P levels in the ovaries and PLN protein (but not mRNA) levels in granulosa cells, but these increases were absent in *Sphk1/2*^*gc−/−*^ mice (Figs. 4d, e and S6g). Consistent with these findings, the intracellular calcium levels were significantly lower and the binding affinity of NPR2 for NPPC was significantly higher in cumulus cells of *Sphk1/2*^*gc−/−*^ mice than those of WT mice (Fig. S7a–c). However, the mRNA and protein levels of NPPC and NPR2 were not obviously different between *Sphk1/2*^*gc−/−*^ and WT mice at 4 h post-hCG (Fig. S7d–f). Thus, the low levels of S1P in *Sphk1/2*^*gc−/−*^ mice could not increase PLN and calcium levels in cumulus cells, resulting in defects in oocyte meiosis maturation and ovulation.

**Fig. 4:**
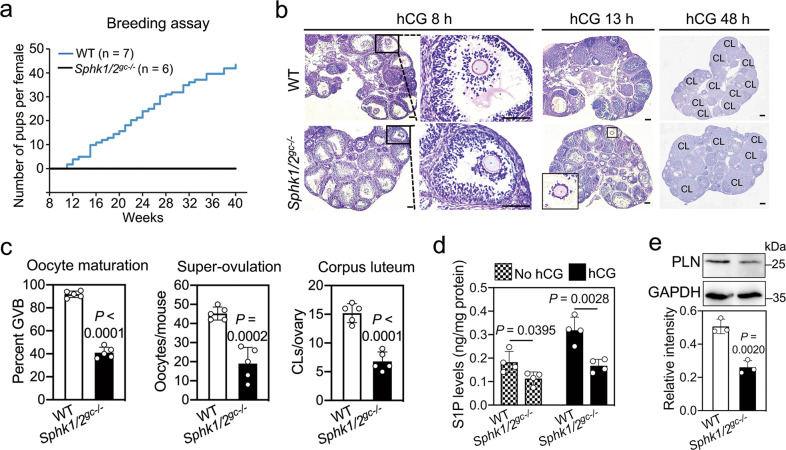
*Sphk1/2* depletion in granulosa cells impairs oocyte meiotic maturation and female fertility. **a** Cumulative numbers of pups born per female among the WT (*n* = 7) and *Sphk1/2*^*gc−/−*^ (*n* = 6) females during the 8-month period of a fertility test. **b** PAS staining showing histological changes during hCG-induced ovulation and luteinization in WT and *Sphk1/2*^*gc−/−*^ ovaries. Representative images are shown. The enlarged views of the black boxed area are shown on the right side (hCG 8 h group), and the enlarged view of the black boxed area is shown in the lower left corner (hCG 13 h group). CL corpus luteum. Scale bars, 100 μm. **c** Proportions of oocytes having undergone GVB at 8 h post-hCG, ovulated oocytes at 13 h post-hCG, and corpus luteum at 48 h post-hCG in WT and *Sphk1/2*^*gc−/−*^ mice. (*n* = 5 independent experiments). **d** The levels of S1P in ovaries isolated from WT and *Sphk1/2*^*gc−/−*^ mice before and after hCG treatment (2 h). (*n* = 4 independent experiments). **e** Western blotting analysis of PLN levels in cumulus cells isolated from WT and *Sphk1/2*^*gc−/−*^ mice at 2 h post-hCG. GAPDH was used as an internal control. (*n* = 3 independent experiments). The data represent the mean ± s.d. *P* values were determined by two-sided Student’s *t*-test (**c**–**e**).

To further identify the mechanism of SphK1/2 on oocyte maturation, transcriptomic analysis was performed on the MGCs and cumulus cells of *Sphk1/2*^*gc−/−*^ and WT mice at 2 h post-hCG. 

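RNA of mural granulosa cells (MGCs, which line the wall of the follicle) and of cumulus cells (the granulosa cells around the oocyte) was sequenced at 2 h post-hCG. There were 3 libraries per genotype in each cell type, 12 libraries in all. The authors deposited FPKM values, that is fragments scaled by exon length and by the total counted in the library, in 1 table for each cell type. The paper states that a company analysed the RNA and gives a fold change of 2 or more and a P value of 0.05 or less as limits, and its text names no aligner and no test for the sequencing data. When the values were multiplied by the exon length of each gene in GENCODE M21 (GRCm38), 90.6% to 92.1% of the values above 0 in a library were whole multiples of what 1 read was worth in it, within 0.02 reads. The totals that this step gives were 16492894 to 16861699 reads in WT MGCs (median 16780025), 16936739 to 18074718 in Sphk1/2gc−/− MGCs (median 16951303), 16100365 to 17976666 in WT cumulus cells (median 17563146) and 18835376 to 19761604 in Sphk1/2gc−/− cumulus cells (median 19179505). The genotypes were compared within each cell type with limma (trend) on log2(FPKM + 1), for genes with a mean of at least 0.5 FPKM in a genotype. Log2 fold changes are on that scale, which understates the change of transcripts at low levels. A transcript was called at an adjusted p of 0.05 or less (Benjamini-Hochberg) and a fold change of 2 or more.

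The targeted genes were examined first in each library. Sphk1 (chromosome 11, 116530925 to 116536674, 4 exon blocks) was at 1.68, 1.89 and 0.460 FPKM in WT MGC libraries 1 to 3 and at 0.433, 0.557 and 0.104 FPKM in the Sphk1/2gc−/− libraries, so that WT library 3 lay below Sphk1/2gc−/− library 2. In cumulus cells it was near the limit of detection in the WT libraries, with 7, 6 and 8 reads (0.0911, 0.0699 and 0.0954 FPKM), and had 7, 43 and 51 reads (0.0778, 0.456 and 0.557 FPKM) in the libraries labelled Sphk1/2gc−/−. Sphk2 (chromosome 7, 45709467 to 45718002, 8 exon blocks) was at 5.26, 5.86 and 5.18 FPKM in WT MGCs and at 4.51, 4.68 and 6.29 FPKM in Sphk1/2gc−/− MGCs. Its values in cumulus cells were 0.403, 0.602 and 0.520 FPKM in WT and 0.434, 0.572 and 0.752 FPKM in the Sphk1/2gc−/− libraries. Over all 6 MGC libraries the log2 fold change was −0.73 for Sphk1 (SE 0.298, limma adjusted p = 0.520) and −0.07 for Sphk2 (SE 0.164, limma adjusted p = 0.933). Over MGC libraries 1 and 2 of each genotype alone, which the paper's fold changes match, it was −0.90 for Sphk1 (SE 0.129, limma adjusted p = 0.0202). For Sphk2 it was −0.23 over these 4 libraries (SE 0.0921, limma adjusted p = 0.1555). These values cover the whole gene, so that exons left in place by the deletion count too, and the exons overlap those of Gm29292 (Sphk1) and of Dbp and Rpl18 (Sphk2). The values of neither gene separated the genotypes in cumulus cells, so the groups are those of the sample labels. Immunofluorescence and western blotting in the paper showed loss of SphK2 protein from granulosa cells (Fig. S5d, e), which these RNA values do not test.

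**Figure D1:**
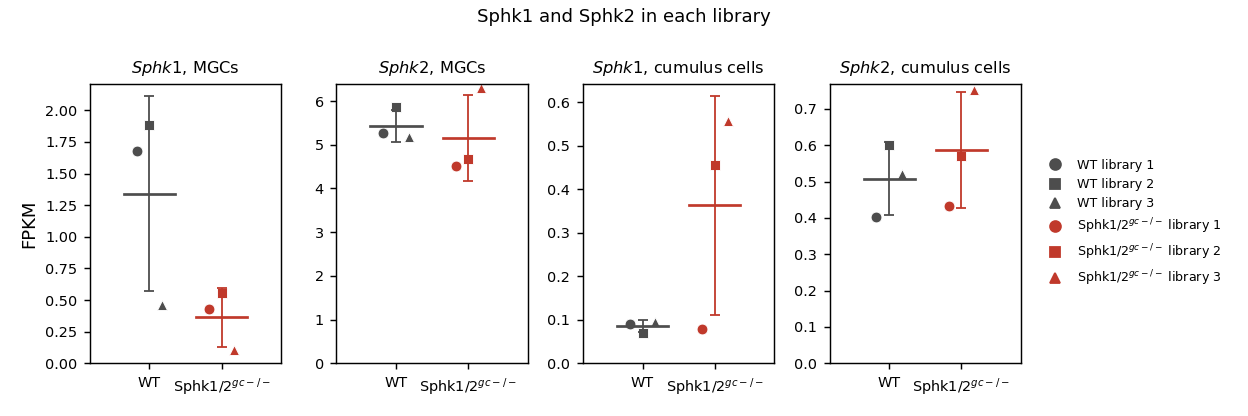
FPKM of Sphk1 and Sphk2 in each library of MGCs and cumulus cells at 2 h post-hCG; symbols are libraries, horizontal lines are means and error bars are SD (n = 3 libraries per genotype). Sphk1 in MGCs spans 0.460 to 1.89 FPKM in WT and 0.104 to 0.557 FPKM in the Sphk1/2gc−/− libraries.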

A total of 874 transcripts (including 390 upregulated and 484 downregulated transcripts) in MGCs and 2113 transcripts (including 1195 upregulated and 918 downregulated transcripts) in cumulus cells were differentially expressed in *Sphk1/2*^*gc−/−*^ mice compared with WT mice (Fig. 5a, b and Tables S1, 2). These changes in the expression of representative transcripts were validated by qRT–PCR (Fig. 5c). 

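The fold changes in Table S1 identify the MGC libraries behind them. Of the 49 ways to choose WT and Sphk1/2gc−/− libraries, the ratio of the mean FPKM of Sphk1/2gc−/− libraries 1 and 2 to that of WT libraries 1 and 2 came closest to the paper's log2 fold changes, with a median absolute deviation of 0.00402 after a constant shift of 0.163; the next choice gave 0.109 and all 6 libraries gave 0.375. The copy of the table used here holds 872 of the paper's 874 transcripts. In cumulus cells, where the copy holds 1999 of the paper's 2113 transcripts, all 6 libraries came closest (0.00225). Fig. 5f draws all 6 MGC libraries, and the paper gives no reason why the fold changes leave out WT library 3 and Sphk1/2gc−/− library 3 of the MGCs.

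Over these 4 MGC libraries, limma tested 15433 transcripts and called 191 as higher and 286 as lower in the Sphk1/2gc−/− libraries. Over all 6 MGC libraries, 1 of 15279 transcripts was called as higher and 5 as lower, and at an unadjusted p of 0.05 or less these counts were 79 and 167. All 6 were also called over the 4 libraries, which are part of the same data. With only Sphk1/2gc−/− library 3 left out, 116 transcripts were higher and 54 lower. That library had correlations of 0.912 to 0.939 with the other MGC libraries, across 15279 transcripts of log2(FPKM + 1), against 0.939 to 0.969 for WT library 3 and up to 0.986 between Sphk1/2gc−/− libraries 1 and 2. The genotypes did not overlap for 16.9% of the MGC transcripts, where chance gives 10%. The 6 calls were BC002163, which rose from 0.748 ± 0.489 to 27.9 ± 3.41 FPKM (mean ± SD, n = 3), and Wnt10b, Cemip, Gm2a, Asprv1 and Clec4d, with log2 fold changes of −2.18, −2.16, −2.05, −1.94 and −1.54. Cemip is also in Fig. 5f, whereas Wnt10b, Asprv1 and Clec4d lay outside the rule that fixed which genes to name and were chosen after their values were seen. With the replicate number as a block the adjusted p of BC002163 was 0.0215, whereas none of the 5 lower transcripts held (block adjusted p of 0.0843 for Wnt10b, Cemip and Asprv1, 0.0736 for Gm2a and 0.112 for Clec4d).

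In cumulus cells, 511 of 12205 transcripts were called as higher and 470 as lower in the libraries labelled Sphk1/2gc−/−, and the genotypes did not overlap for 42.3%, where chance gives 10%. Without the threshold on fold change, which moved these counts most, 1179 were higher and 1546 lower. The largest rises among transcripts of at least 5 FPKM were those of Gal (log2 fold change 5.00, SE 0.404, limma adjusted p = 0.000473), BC002163 (4.82, SE 0.215) and H2-Eb1 (4.44, SE 0.184). The largest falls were those of Cox4i2 (−3.48, SE 0.213, limma adjusted p = 0.000144), Zpld1 (−3.30, SE 0.340) and Tnni3 (−3.11, SE 0.162). BC002163 is annotated as a processed pseudogene and is taken here as a copy of Ndufs5, with which it can share reads.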

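The lists of transcripts that Fig. 5f names for MGCs were tested as sets with camera (correlation between genes preset at 0.01, Benjamini-Hochberg over the lists tested). The study chose these lists from the same libraries, so they are no independent evidence. Over the paper's 4 libraries, the median log2 fold change was −0.57 for 6 cell adhesion transcripts (camera adjusted p = 0.0221), −1.22 for 15 of transcriptional regulation (adjusted p = 8.03e-08), −0.87 for 17 of calcium ion binding (adjusted p = 2.1e-06) and −0.61 for 10 of ovarian steroidogenesis (adjusted p = 0.523). Over all 6 libraries it was −0.70 for 8 cell adhesion transcripts, all lower (adjusted p = 5.47e-07), −0.96 for 14 of transcriptional regulation, all lower (adjusted p = 2e-10), −0.78 for 17 of calcium ion binding, all lower (adjusted p = 5.68e-13), and −0.92 for 10 of ovarian steroidogenesis, of which 7 were lower (adjusted p = 0.032). The mean log2(FPKM + 1) of the steroidogenesis list was 6.26, 6.10 and 6.41 in WT libraries 1 to 3 and 5.81, 5.69 and 4.97 in Sphk1/2gc−/− libraries 1 to 3.

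Lists of the same processes written without these data moved less. For 33 cell adhesion transcripts the median was −0.39 over all 6 libraries (camera adjusted p = 0.000729) and −0.02 over the 4 libraries (31 transcripts, adjusted p = 0.525). For 19 transcripts of steroidogenesis it was −0.10 (adjusted p = 0.0521) and −0.02 (adjusted p = 0.720), and for 21 of calcium handling −0.11 (adjusted p = 0.266) and −0.21 (adjusted p = 0.477). Mitosis and DNA replication transcripts were higher in MGCs over all 6 libraries, by medians of 0.29 (camera adjusted p = 6.61e-06) and 0.38 (adjusted p = 2.15e-05), but neither held with fry (adjusted p = 0.713 for both). Over the 4 libraries the medians were 0.18 (adjusted p = 3.41e-07) and 0.0128 (adjusted p = 0.0118). The mean log2(FPKM + 1) of the DNA replication list was 2.62, 2.65 and 2.89 in WT libraries 1 to 3, 2.59 and 2.81 in Sphk1/2gc−/− libraries 1 and 2 and 3.97 in Sphk1/2gc−/− library 3, so that library 3 carries the rise.

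In all, 13 of the 27 lists had a camera adjusted p of 0.05 or less over the 6 libraries, 9 of them lower. With fry, which needs no preset correlation, 4 of these held, among them cell adhesion and calcium ion binding of Fig. 5f (adjusted p = 0.0204 and 0.00131), and with an estimated correlation only calcium ion binding held (adjusted p = 0.0334). With the block 15 lists had an adjusted p of 0.05 or less. Of the 10 ways to split the 6 libraries into 3 and 3, 8 gave as many lists with camera, so that the count alone does not set the genotypes apart.

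**Figure D2:**
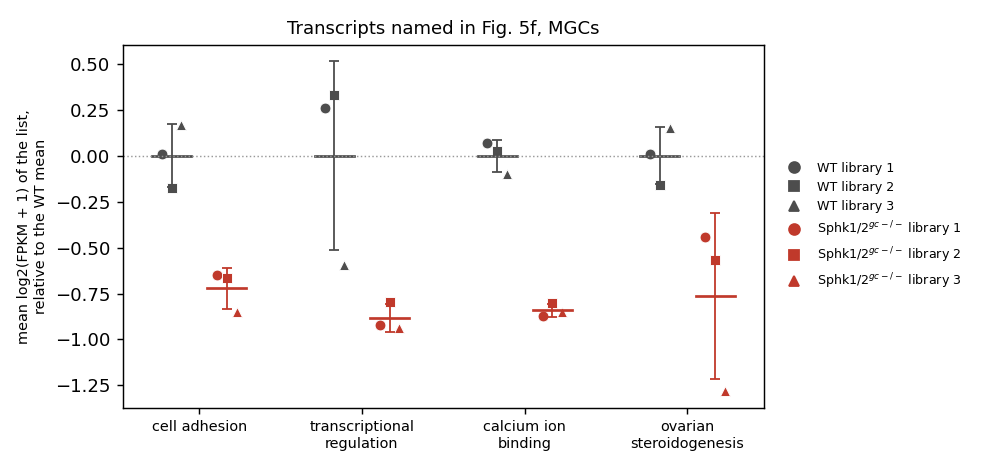
Mean log2(FPKM + 1) of each list of Fig. 5f in each MGC library, relative to the mean of the WT libraries; symbols are libraries, horizontal lines are means and error bars are SD (n = 3 libraries per genotype). The Sphk1/2gc−/− libraries lie below all WT libraries in the 4 lists, and Sphk1/2gc−/− library 3 lies lowest for ovarian steroidogenesis.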

Gene enrichment analysis revealed that the downregulated transcripts in *Sphk1/2*^*gc−/−*^ MGCs mainly controlled cell adhesion, transcriptional regulation, calcium ion binding, and ovarian steroidogenesis (Figs. 5d, f and S8a, c), which differs from those enriched by the upregulated transcripts (Fig. S8g). Downregulation of these transcripts in the key processes could impair the proliferation, differentiation, and survival of MGCs [25]. In particular, the downregulation of *Sult1e1*, *Cyp11a1*, *Sfrp4*, and *Star* could lead to defects in luteal cell formation (Fig. 5f). 

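Over the paper's 4 MGC libraries, Star (chromosome 8, 25806555 to 25815982) fell from 985 ± 135 to 415 ± 28.9 FPKM (mean ± SD, n = 2), a log2 fold change of −1.24 (SE 0.118, limma adjusted p = 0.00874). Sfrp4 (chromosome 13, 19623104 to 19632994) fell from 465 ± 66.6 to 227 ± 13.3 FPKM, with a log2 fold change of −1.02 (SE 0.116, limma adjusted p = 0.0128). Cyp11a1 (chromosome 9, 58006411 to 58027023) fell from 307 ± 56 to 170 ± 14.7 FPKM, which was a log2 fold change of −0.83 (SE 0.144, limma adjusted p = 0.0285) and under the threshold of a fold change of 2. Sult1e1 (chromosome 5, 87575969 to 87591594) was at 494 ± 81 FPKM in WT and 375 ± 49.2 FPKM in Sphk1/2gc−/− MGCs, with a log2 fold change of −0.39 (SE 0.151, limma adjusted p = 0.140).

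Over all 6 libraries the log2 fold changes were larger and their standard errors too. They were −1.97 for Star (SE 0.837, limma adjusted p = 0.547), −1.70 for Sfrp4 (SE 0.635, adjusted p = 0.495), −1.60 for Cyp11a1 (SE 0.459, adjusted p = 0.349) and −1.09 for Sult1e1 (SE 0.955, adjusted p = 0.767). WT library 3 had 521, 353, 520 and 191 FPKM of Star, Sfrp4, Cyp11a1 and Sult1e1, and Sphk1/2gc−/− library 3 had 47.1, 41.8, 58.2 and 33.1 FPKM. For Star, Sfrp4 and Cyp11a1 each WT library lay above each Sphk1/2gc−/− library, but for Sult1e1 WT library 3 lay below Sphk1/2gc−/− libraries 1 and 2. Without Sphk1/2gc−/− library 3 alone the log2 fold change of Sult1e1 was 0.06 (adjusted p = 0.956), and those of Star, Sfrp4 and Cyp11a1 were −0.94, −0.90 and −1.09. Fig. 5c shows qRT-PCR of transcripts picked from the sequencing, and the paper reports that their changes held in it. Of the 11 MGC transcripts in Fig. 5c, 8 had an adjusted p of 0.05 or less over the 4 libraries and 3 of these were also called by fold change. Over the 6 libraries 10 were tested; 0 of them had an adjusted p of 0.05 or less over all genes, 3 had one adjusted over the list alone, and the study chose this list on these samples. For 7 of the 10 the genotypes did not overlap. The exons of Cyp11a1 overlap those of Gm17322. The paper proposes that the lower level of these transcripts leads to defects in luteal cell formation.

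**Figure D3:**
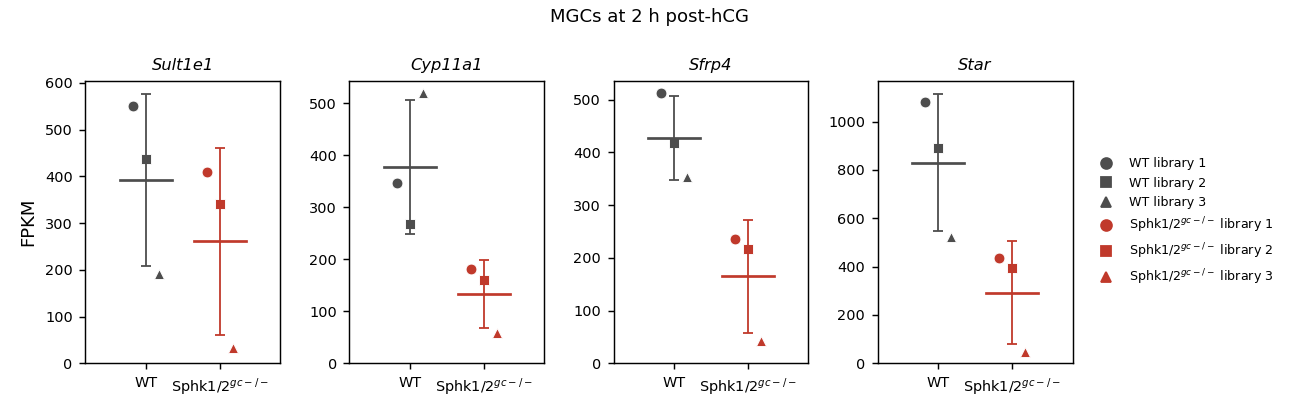
FPKM of Sult1e1, Cyp11a1, Sfrp4 and Star in each MGC library at 2 h post-hCG; symbols are libraries, horizontal lines are means and error bars are SD (n = 3 libraries per genotype). The Sphk1/2gc−/− library 3 has the lowest value of each transcript, from 33.1 to 58.2 FPKM.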

The downregulated transcripts in *Sphk1/2*^*gc−/−*^ cumulus cells mainly controlled DNA replication and cell cycle, chromosomal condensation and separation, cholesterol metabolism, and glycolysis (Figs. 5e, g and S8b, d–f), which differs from those enriched by the upregulated transcripts (Fig. S8h). 

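In cumulus cells the processes named in Fig. 5g were tested with lists written without these data, and with the transcripts that the figure names. The median log2 fold change was −0.96 for 35 DNA replication transcripts, of which 34 were lower (camera adjusted p = 1.42e-09), and −1.11 for 38 mitosis transcripts, all lower (adjusted p = 3.29e-14). For 19 transcripts of cholesterol biosynthesis, all lower, it was −0.99 (adjusted p = 1.55e-07), and for 15 of glycolysis, of which 14 were lower, it was −0.51 (adjusted p = 0.000845). The transcripts that Fig. 5g names, which the study picked from these libraries, had medians of −1.16 for DNA replication and cell cycle (19 transcripts), −1.23 for chromosome condensation and separation (14), −1.80 for cholesterol metabolism (10) and −1.31 for glycolysis (7), each with a camera adjusted p of 0.00357 or less. Oxidative phosphorylation transcripts were also lower, by a median of −0.44 (42 of 45 lower, adjusted p = 5.27e-05).

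For the mitosis list, the mean log2(FPKM + 1) was 4.48, 4.52 and 4.42 in WT libraries 1 to 3 and 3.81, 3.26 and 3.11 in Sphk1/2gc−/− libraries 1 to 3. Each Sphk1/2gc−/− library lay below each WT library for all 4 processes. Reactome sets gave medians of −0.47 for DNA replication (97 transcripts, adjusted p = 2.26e-06), −0.40 for mitosis (373, adjusted p = 3.83e-08), −0.90 for cholesterol biosynthesis (21, adjusted p = 1.28e-06) and −0.42 for glycolysis (21, adjusted p = 0.0103). Of the 25 lists tested in cumulus cells, 17 had a camera adjusted p of 0.05 or less, 14 of them lower. All 4 processes held with fry (adjusted p from 0.0157 to 0.0274). With an estimated correlation between genes 0 of the 25 lists had an adjusted p of 0.05 or less and 1 had an unadjusted p of 0.05 or less.

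**Figure D4:**
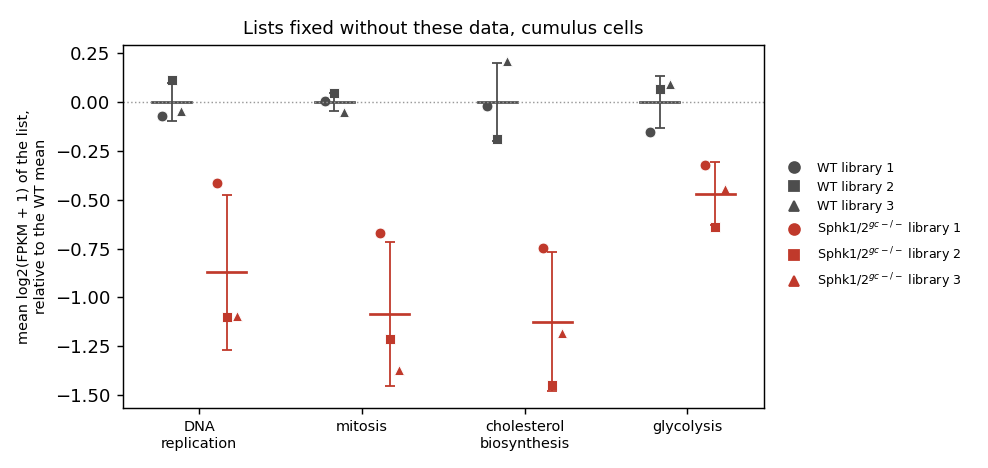
Mean log2(FPKM + 1) of each list in each cumulus cell library, relative to the mean of the WT libraries; symbols are libraries, horizontal lines are means and error bars are SD (n = 3 libraries per genotype). For mitosis the WT libraries have means from 4.42 to 4.52 and the Sphk1/2gc−/− libraries from 3.11 to 3.81 before this subtraction.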

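Of the cumulus cell transcripts named here, Tpi1 (chromosome 6, 124810586 to 124814296) fell from 312 ± 33.8 to 125 ± 13.8 FPKM (mean ± SD, n = 3), a log2 fold change of −1.31 (SE 0.157, limma adjusted p = 0.00179). Pmvk (chromosome 3, 89454541 to 89469013) fell from 54.8 ± 3.91 to 18.4 ± 5.17 FPKM, with a log2 fold change of −1.56 (SE 0.217, limma adjusted p = 0.00312). Eno1 (chromosome 4, 150236721 to 150248879) fell from 146 ± 33.6 to 75.8 ± 10.7 FPKM, which was a log2 fold change of −0.92 (SE 0.206, limma adjusted p = 0.0168) and under the threshold of a fold change of 2. Sqle (chromosome 15, 59315077 to 59331192) was at 33.4 ± 5.92 FPKM in WT and 19.8 ± 10.4 FPKM in Sphk1/2gc−/− cumulus cells, with a log2 fold change of −0.82 (SE 0.315, limma adjusted p = 0.0968). The genotypes overlapped for Sqle only: Sphk1/2gc−/− library 1 had 31.7 FPKM, above WT library 2 with 27.0 FPKM. When each library was left out in turn, the log2 fold change of Sqle ranged from −1.20 to −0.57 and the adjusted p of Eno1 from 0.0116 to 0.0674. Of the 12 cumulus cell transcripts in Fig. 5c, 11 had an adjusted p of 0.05 or less over all genes, 9 were also called by fold change, and all 12 had one adjusted over the list alone; the study chose this list on these samples. The exons of Tpi1 overlap those of Spsb2.

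**Figure D5:**
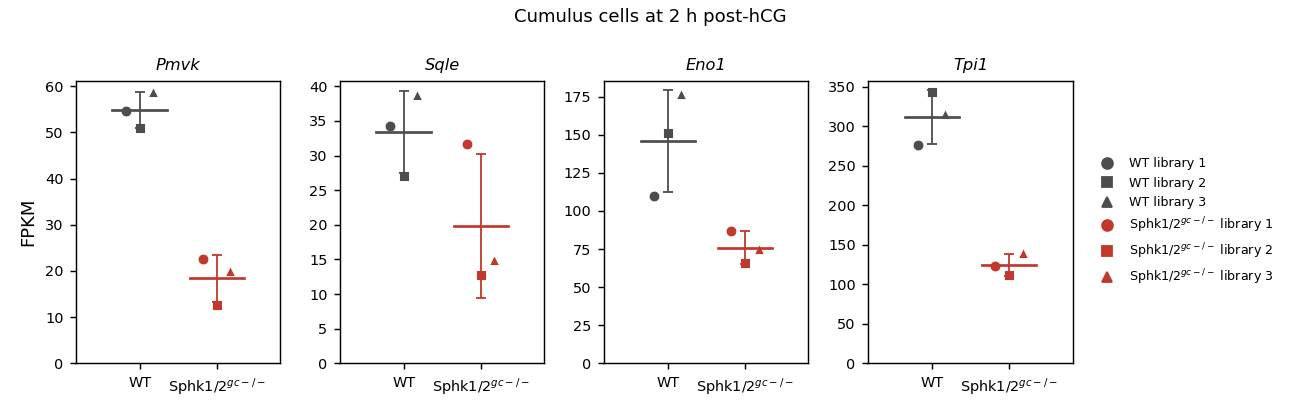
FPKM of Pmvk, Sqle, Eno1 and Tpi1 in each cumulus cell library at 2 h post-hCG; symbols are libraries, horizontal lines are means and error bars are SD (n = 3 libraries per genotype). Sqle is at 31.7 FPKM in Sphk1/2gc−/− library 1, within the WT range of 27.0 to 38.8 FPKM.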

Changes in the expression of the transcripts in these key processes, particularly the downregulation of *Pmvk*, *Sqle*, *Eno1*, and *Tpi1*, could impair the growth [26] and metabolic progress [27] of cumulus cells (Fig. 5g). These findings suggest that the functional impairments of MGCs and cumulus cells in *Sphk1/2*^*gc−/−*^ mice may also contribute to defects in both oocyte meiotic maturation and developmental competence.

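The effect of the genotype was also compared between the cell types. Of the 477 MGC transcripts called over the paper's 4 libraries, 272 were tested in cumulus cells and 92 of them were called there, 77 with the same sign. A model over all 12 libraries tested 15869 transcripts with a mean of at least 0.5 FPKM in any group. Such a transcript can be near 0 in 1 of the cell types. The model allowed the genotype effect to differ between MGCs and cumulus cells. The difference had a limma adjusted p of 0.05 or less for 624 of them, of which 389 were relatively higher and 235 relatively lower in the cumulus cell contrast. With only the 4 MGC libraries of the paper beside the 6 cumulus cell libraries, this count was 2474. It was 56 with a block that paired MGC and cumulus cell libraries of the same genotype and number. It was 0 without replicate 1 (2942 unadjusted), 0 without replicate 2 (1523 unadjusted) and 1579 without replicate 3. Of 100 drawn splits of the libraries, 14 kept the real genotypes in cumulus cells but not in MGCs. Of these 14, 5 gave as many transcripts, so that the 624 are no measure of how the MGC effect differs. The comparison rests on both tables being on the same scale, which is not stated; FPKM is scaled within each library, and for 99.6% of 16874 transcripts compared the exon length fitted both tables or neither. From the altered transcripts in both cell types, the paper proposes that impaired MGCs and cumulus cells contribute to the defects in meiotic maturation and developmental competence of the oocyte.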

**Fig. 5:**
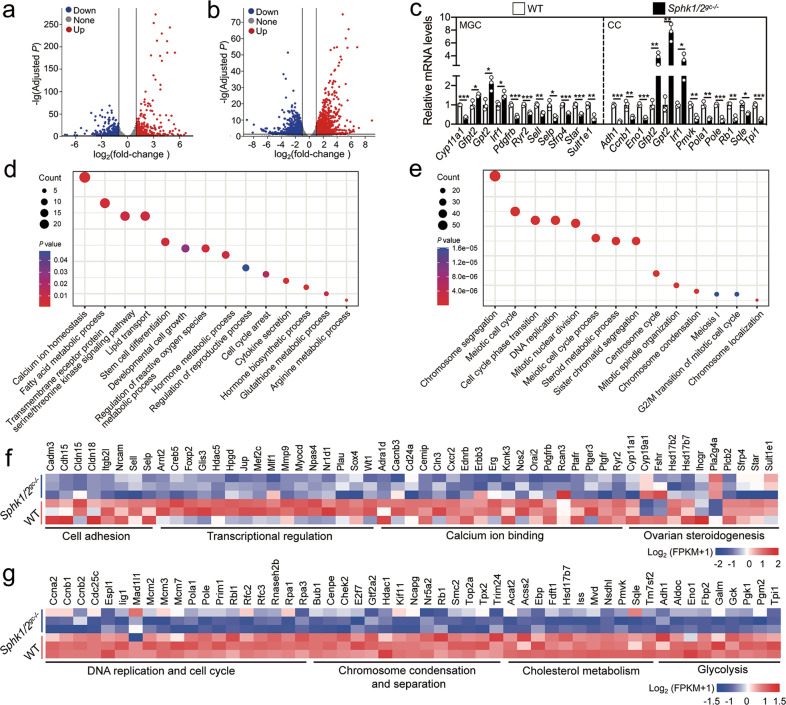
*Sphk1/2* depletion in granulosa cells impairs the integrity of transcriptome. **a**, **b** Volcano plot illustrating the differentially expressed transcripts in MGCs (**a**) and cumulus cells (CC, **b**) isolated from WT and *Sphk1/2*^*gc−/−*^ mice at 2 h post-hCG. **c** Quantitative RT-PCR validating changes in the representative transcripts selected from RNA-seq data. (*n* = 3 independent experiments). The data represent the mean ± s.d. *P* values were determined by a two-sided Student’s *t*-test. (*P < 0.05, **P < 0.01, and ***P < 0.001). **d**, **e** Bubble chart illustrating the enriched GO terms associated with the significantly downregulated transcripts in *Sphk1/2*^*gc−/−*^ MGCs (**d**) and cumulus cells (**e**) identified by RNA-seq. Transcripts with a fold-change ≥2 and a *P* value ≤0.05 were selected for analysis. **f**, **g** Heatmaps illustrating differences between WT and *Sphk1/2*^*gc−/−*^ MGCs (**f**) and cumulus cells (**g**) in the expression of a group of transcripts involved in various processes.

### *Sphk1/2* depletion in granulosa cells impairs oocyte developmental competence

*Sphk1/2*^*gc−/−*^ females could ovulate but were completely infertile. Thus, we collected oocytes from the oviducts and analyzed their potential defects. Compared with WT mice, the rate of PB1 emission was significantly decreased in *Sphk1/2*^*gc−/−*^ mice (77.9 vs. 43.7%, Fig. 6a, c). Oocytes ovulated by *Sphk1/2*^*gc−/−*^ mice did not complete the first meiosis normally: 89.3% of oocytes either formed abnormal metaphase II (MII) spindles (Fig. 6b) or did not complete cytokinesis and remained at telophase I (Fig. S9a, b). These defects were recapitulated when the oocytes of *Sphk1/2*^*gc−/−*^ mice underwent maturation in vitro (Fig. S10). Interestingly, 33.3% of MII oocytes in *Sphk1/2*^*gc−/−*^ mice exhibited rod-shaped polar body-1 (large PB1) (Fig. 6a), which may be related to poor oocyte quality [28]. Next, we detected oocyte developmental competence. Oocytes ovulated by *Sphk1/2*^*gc−/−*^ mice could be fertilized, but the rate of two-cell embryos was significantly decreased compared with that in WT mice (57.2 vs. 94.8%, Fig. 6d, e). Further development of the two-cell stage embryos into blastocysts was severely impaired in *Sphk1/2*^*gc−/−*^ mice, with the rate of blastocyst formation was only 4.8%, which was significantly lower than the 77.4% in WT mice (Fig. 6d, e). DAPI staining demonstrated that the number of total cells in the blastocysts from *Sphk1/2*^*gc−/−*^ mice was significantly lower than that in the blastocysts from WT mice (42.2 vs. 87.8, Fig. S9c, d).

**Fig. 6:**
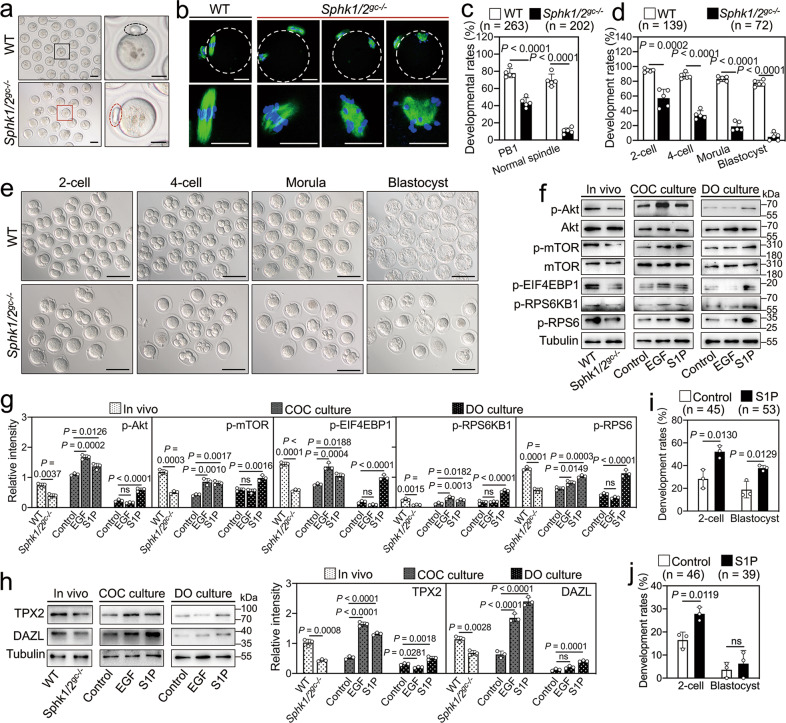
*Sphk1/2* depletion in granulosa cells impairs oocyte developmental competence. **a** Representative images of oocytes collected from the oviducts of WT and *Sphk1/2*^*gc−/−*^ mice at 13 h post-hCG. The enlarged views of the black and red boxed area are shown on the right side. The black dotted circle represents normal PB1, and the red dotted circle represents abnormal PB1 (large PB1). **b** Immunofluorescent staining of α-tubulin showing spindle assembly in MII oocytes ovulated by WT and *Sphk1/2*^*gc−/−*^ mice. The enlarged views indicate the morphology of microtubules (green) and chromosomes (blue). Representative images are shown. **c** Quantification of the rates of PB1 emission and normal spindle formation in oocytes ovulated by WT and *Sphk1/2*^*gc−/−*^ mice. The numbers of analyzed oocytes are indicated (*n*). **d**, **e** Developmental rates (**d**) and representative images (**e**) of preimplantation embryos from WT and *Sphk1/2*^*gc−/−*^ mice. The numbers of analyzed embryos are indicated (*n*). **f**, **g** Western blotting analysis of the levels of p-Akt, p-mTOR, and mTOR downstream effectors p-EIF4EBP1, p-RPS6KB1, and p-RPS6 in oocytes from different treatments. Oocytes were collected from the ovaries at 3 h post-hCG, the COCs at 2.5 h of culture, and the DOs at 1.5 h of culture. Total Akt and mTOR were used as the corresponding internal controls for p-Akt and p-mTOR, and tubulin was used as an internal control for p-RPS6KB1, p-RPS6, and p-EIF4EBP1. **h** Western blotting analysis of the levels of TPX2 and DAZL in MII oocytes from different treatments. MII oocytes were collected from the ovaries at 13 h post-hCG, the COCs at 16 h of culture, and the DOs at 16 h of culture. For the S1P treatment group, COCs or DOs isolated from eCG-primed mice were cultured in a medium with S1P for 0.5 h and then cultured in an S1P-free medium for an additional 15.5 h. Tubulin was used as an internal control. **i**, **j** Quantification of the rates of two-cell stage embryos and blastocyst stage embryos in WT (**i**) and *Sphk1/2*^*gc−/−*^ (**j**) mice. COCs collected from eCG-primed mice were matured in vitro with or without S1P, and then were fertilized in vitro. The numbers of analyzed embryos are indicated (*n*). The data represent the mean ± s.d. *P* values were determined by two-sided Student’s *t*-test (**c**, **d**, **g–j**) and one-way ANOVA followed by Tukey’s test (**g**, **h**). ns not significant.

LH-EGFR signaling can improve oocyte developmental competence by activating the Akt/mTOR pathway in oocytes [12, 13]. Compared with WT mice, the protein levels of p-Akt, p-mTOR, p-EIF4EBP1, p-RPS6KB1, p-RPS6, TPX2, and DAZL were significantly decreased in oocytes of *Sphk1/2*^*gc−/−*^ mice after hCG stimulation (Fig. 6f–h). Interestingly, the addition of EGF and S1P significantly increased the protein levels of p-Akt, p-mTOR, p-EIF4EBP1, p-RPS6KB1, p-RPS6, TPX2, and DAZL in oocytes from cultured COCs (Fig. 6f–h). S1P, but not EGF, also increased these protein levels in oocytes from cultured DOs (Fig. 6f–h). The inhibition of S1PR1/3 by VPC23019 had no effect on S1P-induced Akt activation in oocytes (Fig. S11). Next, we assessed the effect of S1P treatment during in vitro maturation (IVM) on embryonic development after in vitro fertilization (IVF). Both the two-cell rate and the blastocyst rate were significantly increased when wild-type COCs were matured in the presence of S1P (Fig. 6i). The two-cell rate was also significantly increased when *Sphk1/2*^*gc−/−*^ COCs were matured in the presence of S1P (Fig. 6j). These results suggest that SphK-produced S1P in somatic cells activates the Akt/mTOR cascade reaction in oocytes and promotes TPX2 translation and oocyte developmental competence.

## Discussion

Our findings demonstrate that SphK-produced S1P, in response to LH-EGFR signaling, elevates intracellular calcium levels in somatic cells to induce oocyte meiotic maturation. Somatic cell-derived S1P also improves oocyte developmental competence, possibly by the Akt/mTOR-mediated maternal mRNA translation.

Oocytes within preovulatory follicles maintain meiotic arrest by NPR2-produced cGMP in response to NPPC [1]. LH triggers EGF-like growth factors to activate EGFR [7] and then decreases NPR2 activity and cGMP levels in granulosa cells, resulting in meiotic resumption. In our study, LH-EGFR signaling-activated SphK1/2 in granulosa cells to increase S1P levels, consistent with a previous study showing that EGF enhances S1P synthesis and secretion in glioblastoma stem cells [17]. The inhibition of SphK1/2 by SKI-II blocked the effects of LH-EGFR signaling on S1P production and oocyte meiotic resumption. Furthermore, the depletion of *Sphk1/2* in granulosa cells decreased the levels of S1P and the rate of oocytes with meiotic resumption. Thus, LH-EGFR signaling induces oocyte meiotic resumption by SphK-produced S1P. S1P could induce oocyte meiotic resumption by elevating the intracellular calcium levels of cumulus cells to decrease the binding affinity of NPR2 for NPPC [9, 10]. The elevation of intracellular calcium by S1P might also cause NPR2 inactivity by dephosphorylation [6, 29]. The depletion of *Sphk1/2* in granulosa cells could not block the meiotic resumption of all oocytes within preovulatory follicles, possibly because the LH/hCG-induced decrease in NPPC levels in MGCs leads to a reduction in NPR2 function [30].

S1P, a physiological calcium elevator, can mobilize Ca^2+^ from the ER by S1P receptors and non-receptor pathways [18]. In our study, S1P could elevate intracellular calcium levels by increasing PLN levels to inhibit SERCA2 activity. The low levels of S1P in *Sphk1/2*^*gc−/−*^ ovaries may cause the decrease of calcium levels in cumulus cells by the reduced PLN. PLN levels could be regulated by its mRNA transcription [31] and by its protein degradation induced by E3 ubiquitin-protein ligase 1 [32]. However, the increase in S1P by hCG treatment had no effect on the mRNA levels of *Pln*, indicating that S1P increases PLN levels in cumulus cells by preventing its protein degradation. S1P may stabilize PLN protein by inhibiting its ubiquitination [33]. Treatment with hCG also increased the phosphorylation levels of SphK1/2 and the protein levels of PLN in MGCs. This will cause the initial cGMP decrease in MGCs by elevating calcium levels to inactivate NPR2 [6]. PLN knockout mice are fertile [34], indicating that S1P could also elevate calcium levels of cumulus cells by other signaling(s). Although the inhibition of highly expressed S1PR1 and S1PR2 could not block S1P-elevated calcium levels, we could not exclude the roles of other three receptors (S1PR3-5) in S1P-elevated calcium levels of cumulus cells. In addition, the PLN homologous proteins SLN and MLN may also involve in S1P-elevated calcium levels of cumulus cells (Fig. S12).

The LH-EGFR signaling-activated Akt/mTOR pathway enhances spindle-related mRNA translation in oocytes [13], which is involved in promoting oocyte developmental competence [12]. The mTOR signaling pathway is significantly downregulated in the oocytes of patients with polycystic ovary syndrome (PCOS) [35]. Our in vivo and in vitro data demonstrated that LH-EGFR signaling-produced S1P in somatic cells activated the Akt/mTOR cascade reaction in oocytes, increased the protein levels of TPX2, and promoted oocyte developmental competence. The blockade of S1P production by *Sphk1/2* depletion in granulosa cells caused the reduced levels of p-Akt, p-mTOR, and TPX2, a defect in spindle assembly of MII oocytes, and the failure of early embryo development. It is possible that low levels of S1P in somatic cells of *Sphk1/2*^*gc−/−*^ mice decreased Akt/mTOR activity in oocytes, resulting in abnormal spindle assembly and then infertility [13, 36, 37]. Thus, LH-EGFR signaling activates SphK to produce S1P in somatic cells, and then S1P promotes oocyte developmental competence, possibly by the activation of the Akt/mTOR pathway in oocytes. S1PR signaling can activate the Akt/mTOR pathway to enhance mRNA translation in different cell types [20, 21]. S1PR3 expression was the highest in oocytes, and the inhibition of S1PR1/3 by VPC23019 could not block S1P-induced Akt activation in oocytes. This may be because the five S1P receptors have redundant, overlapping, or compensatory functions [38].

In conclusion, LH-EGFR signaling activates SphK to produce S1P in somatic cells, which is critical for oocyte meiotic maturation and developmental competence via different pathways (Fig. 7). Our findings reveal the mechanism by which S1P promotes oocyte maturation and provide a molecular basis for the potential clinical application of S1P in improving oocyte quality.

**Fig. 7:**
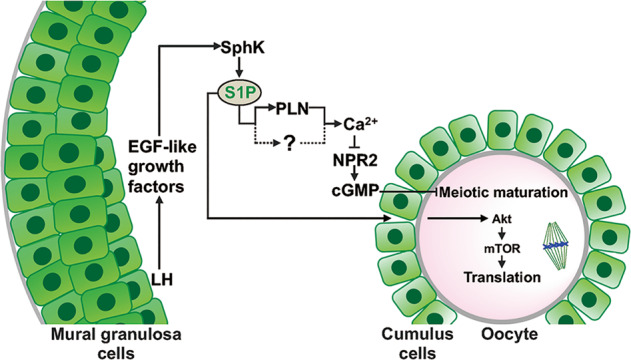
Model of the signaling pathways involved in somatic cells control of oocyte meiotic maturation and developmental competence. In preovulatory follicles, LH stimulates the expression of EGF-like growth factors in mural granulosa cells to activate EGFR in cumulus cells. EGFR signaling causes SphK activation to produce S1P. S1P elevates the calcium levels of cumulus cells via PLN, S1P receptors, and/or undefined signaling(s) to decrease NPR2 activity and cGMP levels, resulting in oocyte meiotic maturation. In addition, S1P secreted from cumulus cells activates the Akt/mTOR cascade reaction in oocytes, and promotes oocyte spindle-related mRNA translation and developmental competence.

## Materials and methods

### Animals and chemicals

WT C57/BL6 mice were purchased from the Guangdong Medical Laboratory Animal Center (Guangzhou, China). *Sphk1*^*−/−*^ mice (stock number 019095) and *Sphk2*^*−/−*^ mice (stock number 019140) were purchased from the Jackson Laboratory (Bar Harbor, ME, USA). To generate granulosa cell-specific deletion of *Sphk2* mice, exons 4 and 6 of *Sphk2* were flanked with LoxP sites (Fig. S5b), and *Sphk2* ^*fl/fl*^ mice were crossed with *Fshr-Cre* mice [39]. Finally, *Sphk2*^*fl/fl*^*; Fshr-Cre* mice were crossed into the *Sphk1*^*−/−*^ background, yielding *Sphk1*^*−/−*^; *Sphk2*^*fl/fl*^*; Fshr-Cre* (*Sphk1/2*^*gc−/−*^) mice (Fig. S5c). The primers used for genotyping are shown in Table S3. Female mice (21–23 days old) were injected with 5 IU equine chorionic gonadotropin (eCG) 48 h before use to stimulate follicle development. In some experiments, female mice were treated with 5 IU eCG, followed by 5 IU human chorionic gonadotropin (hCG) 48 h later to induce ovulation. All animal protocols were approved by the Institutional Animal Care and Use Committee of the South China University of Technology. All reagents were purchased from Sigma-Aldrich (St. Louis, MO, USA) unless otherwise stated.

### Isolation and culture of follicles, COCs, and denuded oocytes

Large antral follicles (350–400 µm) isolated from eCG-primed mice using a 29**-**gauge needle were cultured on Millicell inserts (Millipore, Billerica, MA, USA) supplemented with LH (1 µg/mL), AG1478 (1 µM), and/or SKI-II (5–20 µM). COCs isolated from eCG-primed mice were cultured in 24-well plates supplemented with NPPC (30 nM), EGF (10 ng/mL), SKI-II, AG1478, S1P (20 µM), W146 (1 µM), and/or JTE-013 (5 µM). Denuded oocytes (DOs) were separated from the COCs by repeatedly drawing the oocytes in and out of a glass pipette slightly smaller in diameter than the oocyte and then cultured in 50 µL drops of M16 medium (M7292) supplemented with EGF, S1P, and/or VPC023019 (5 µM). The follicle and COC culture medium was bicarbonate-buffered MEMα with Earle salts (Thermo Fisher Scientific, Waltham, MA, USA) supplemented with 100 IU/ml penicillin–streptomycin, 0.23 mM pyruvate, and 3 mg/ml bovine serum albumin (BSA). For follicle culture, 1% ITS (I3146) was added. All cultures were carried out at 37 °C in an atmosphere of 5% CO_2_. At the indicated time points, cumulus cells of COCs and DOs were collected for gene and protein analyses. In some experiments, COCs were collected at 2 h of culture to analyze the levels of calcium, S1P, cGMP, and the binding affinity of NPR2 for NPPC. Oocyte meiotic resumption was assessed at 4 h of culture by scoring the released oocytes for GVB after the removal of cumulus cells. To observe the morphology of cumulus expansion, the follicles were cultured in a medium for 8 h and the COCs were released from the follicles, and the COCs were cultured in a medium with 5% fetal bovine serum (FBS, Thermo Fisher Scientific) instead of a BSA for 15 h. Images were obtained using a Zeiss 7000 microscope (Carl Zeiss, Oberkochen, Germany).

### Superovulation, fertilization, and fertility assays

For superovulation analysis, the oocyte-cumulus masses were harvested from the oviducts of WT and *Sphk1/2*^*gc−/−*^ female mice at 13 h post-hCG, and the oocytes were categorized and counted. For in vitro fertilization (IVF), COCs isolated from eCG-primed mice were cultured in a medium supplemented with or without S1P for 0.5 h and then cultured in an S1P-free medium for an additional 15.5 h. DOs obtained by treating COCs with 3 μg/ml hyaluronidase were fertilized with normal sperm isolated from fertile adult male mice in an HTF medium. Then, the fertilized oocytes were cultured in KSOM (MR-121-D) medium. The number of two-cell stage embryos was scored 24 h after IVF, and the number of blastocyst stage embryos was scored on Days 4–5 of the culture. In some experiments, zygotes collected from WT and *Sphk1/2*^*gc−/−*^ females were cultured in KSOM medium to continuously observe their embryonic developmental potential. Blastocysts were stained with DAPI to quantify the number of total cells. All cultures were carried out at 37 °C in an atmosphere of 5% CO_2_. Images of embryos at different stages were obtained using a Zeiss 7000 (Carl Zeiss). For the fertility test, 8-week-old WT or *Sphk1/2*^*gc−/−*^ female mice were housed with 8-week-old fertile male mice for up to 8 months. The number of pups per litter was recorded at birth, and the average cumulative number of pups per female was calculated at the end of the fertility test.

### RNA isolation and analysis

Total RNA was isolated and purified from MGCs, cumulus cells, and oocytes using the RNeasy micro-RNA isolation kit (Qiagen, Valencia, CA, USA) according to the manufacturer’s instructions. Reverse transcription was performed directly after RNA isolation using the QuantiTek reverse transcription system (Qiagen). qRT–PCR was conducted to quantify the steady-state mRNA levels using a Light Cycler 96 instrument (Roche, Basel, Switzerland). Target gene expression was calculated based on the 2^−ΔΔCt^ method using ribosomal protein L19 (*Rpl19*) and/or glyceraldehyde-3-phosphate dehydrogenase (*Gapdh*) as the endogenous control. For RNA-seq analysis, MGCs and cumulus cells were collected from WT and *Sphk1*/2^*gc−/−*^ mice at 2 h post-hCG. RNA was extracted from these samples, and was analyzed by Annoroad Gene Technology Co., Ltd. (Beijing, China). The qRT–PCR primers are shown in Table S3.

### Western blotting

Total proteins of MGCs were extracted in WIP buffer (Cell Chip Biotechnology, Beijing, China), and 15–25 μg protein was used for sample loading. Cumulus cells from 50–150 COCs or 50–300 oocytes were lysed in an SDS loading buffer. These protein samples were separated by SDS–PAGE and transferred to a PVDF membrane (Millipore). The membranes were blocked in TBST (Tris-buffered saline with Tween 20) buffer containing 5% milk, and then were incubated with primary antibodies (Table S4) overnight at 4 °C. After rinsing with TBST buffer, the membranes were incubated with appropriate secondary antibodies (1:5000, Zhongshan Golden Bridge Biotechnology, Beijing, China). Finally, the bands were detected using the SuperSignal West Pico Kit (Thermo Fisher Scientific) and visualized by the Tanon 5200 chemiluminescent imaging system (Tanon, Shanghai, China). The relative intensity of the bands was quantified by ImageJ software (NIH Image, Bethesda, MD, USA). GAPDH or α-tubulin (Tubulin) was used as an internal control. Uncropped scans of representative blots are shown in supplementary original blots.

### Immunofluorescence and ovarian histology assays

Ovaries isolated from eCG-primed mice or eCG-primed mice followed by hCG were fixed in 4% paraformaldehyde (PFA), embedded in paraffin, and sectioned at 5 μm. The sections were dewaxed, rehydrated, and subjected to antigen retrieval using 0.01 M sodium citrate buffer (pH 6.0). After blocking in 10% normal donkey serum, the sections were incubated with primary antibodies (Table S4) followed by Alexa Fluor 488-conjugated secondary antibodies (1:200, Thermo Fisher Scientific). Finally, the sections were counterstained with DAPI. To visualize microtubules and chromosomes, oocytes were fixed in 4% PFA and permeabilized with PBS containing 0.5% Triton X-100 for 30 min. After blocking with 10% normal donkey serum for 1 h at room temperature, oocytes were incubated with Alexa Fluor 488-conjugated anti-α-tubulin antibodies (1:200, Abcam) and counterstained with DAPI. Digital images were captured using a Zeiss LSM 800 confocal microscope (Carl Zeiss), and the fluorescence intensity was analyzed using Zeiss Zen 3.0 software. The exposure time was kept the same for the control and mutant samples. The fluorescence intensity of MGCs and cumulus cells was calculated by averaging the fluorescence signals of MGCs and cumulus cells in each large antral follicle. The relative fluorescence intensity was analyzed after background subtraction.

For histological analysis, paraffin-embedded ovaries were serially sectioned at 5 μm and stained with periodic acid/Schiff (PAS) reagent and haematoxylin. The numbers of large antral follicles, corpus luteum, and oocytes having undergone GVB were counted by examining serial sections through the entire ovary.

### Measurement of S1P levels

Ovaries and COCs were isolated from eCG-primed mice or mice at 2 h post-hCG. In some experiments, COCs from eCG-primed mice were collected after different drug treatments for 2 h. More than 1 mg/mL ovarian protein samples or 1500 COC samples per group were used for analyzing S1P levels according to previous reports [19, 40]. Briefly, 12.5 µL of sample suspension, 5 µL of internal standards (1 ng/mL for C17-S1P), and 32.5 µL of methanol were added to a 1.5 mL tube. The mixture was centrifuged at 14,000 × *g* for 15 min, then 10 µL of the supernatant was injected into the liquid chromatography–tandem mass spectrometry system (LC-MS/MS; LC, Shimazu Nexera X2 LC-30AD, Shimadzu, Japan; MS, AB SCIEX QTRAP 4500, AB SCIEX, MA, USA) equipped with an electrospray ionization (ESI) source and multiple reaction monitoring (MRM) for analysis.

### Measurement of the intracellular calcium levels

The intracellular calcium levels were monitored by using Fluo 3-AM (Dojindo Laboratories, Kumamoto, Japan), as reported before [9, 10]. Briefly, COCs with different treatments were collected and then incubated with 5 µM Fluo 3-AM for 20 min. Samples were examined by a Nikon A1 confocal microscope (Nikon, Tokyo, Japan) or a Zeiss LSM 800 confocal microscope (Carl Zeiss). All quantifications were performed using Nikon NIS Elements BR 5.10 software or Zeiss Zen 3.0 software. The fluorescence intensity (pseudocolor) in cumulus cells was analyzed after background subtraction, which represents the intracellular calcium levels.

### Measurement of the binding affinity of NPR2 for NPPC

The binding affinity of NPR2 for NPPC was monitored by using mono-5-[and 6]-carboxyfluorescein-labeled NPPC (FAM-NPPC; Phoenix Pharmaceuticals, Belmont, CA) as reported before [9]. Briefly, COCs with different treatments were collected and incubated with 100 nM FAM-NPPC for 30 min, and then the fluorescence-labeled ligand binding was assessed by a confocal microscope (Nikon A1 or Zeiss LSM 800). The fluorescence intensity (green) in cumulus cells was analyzed after background subtraction, which represents the binding affinity of NPR2 for NPPC.

### Measurement of cGMP levels in COCs

COCs from eCG-primed mice were collected after different drug treatments for 2 h. 100 COC samples per group were solubilized in 200 µL HCl (0.1 M) on ice for 10 min, and then were thawed and centrifuged at 12,000 × *g* for 5 min. The supernatant was collected to a tube and dried in an oven at 60 °C. The levels of cGMP were determined using a cGMP enzyme immunoassay kit obtained from Cayman Chemicals (Ann Arbor, MI, USA).

### P4 level assay

The blood from WT and *Sphk1/2*^*gc−/−*^ mice at 48 h post-hCG was collected by cardiac puncture, and the serum progesterone levels were analyzed by Beijing North Biotechnology Institute (Beijing, China).

### Statistical analysis

All experiments were performed at least three times independently, and the data were represented as means ± s.d. GraphPad Prism software (v8.4.0, La Jolla, CA, USA) were used to perform the statistical analysis and graph generation. The statistical significance was analyzed either by unpaired two-tailed Student’s *t*-test (two-group comparison) or by one-way ANOVA followed by Tukey’s Honestly Significant Difference (more than two groups). Values were considered significantly different if *P* < 0.05.

## Supplementary information

Supplemental Materials

Supplementary Figure 1

Supplementary Figure 2

Supplementary Figure 3

Supplementary Figure 4

Supplementary Figure 5

Supplementary Figure 6

Supplementary Figure 7

Supplementary Figure 8

Supplementary Figure 9

Supplementary Figure 10

Supplementary Figure 11

Supplementary Figure 12

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

Supplementary Table 4

Original Blots

## Data Availability

RNA-seq data have been submitted to the NCBI Gene Expression Omnibus (GEO) under accession number GSE215989. All data supporting the findings of this study are available within the article and/or the Supplementary Materials. Additional data related to this paper may be requested from the authors.

# Supplementary material for: SphK-produced S1P in somatic cells is indispensable for LH-EGFR signaling-induced mouse oocyte maturation
**Source:** Cell Death Dis. 2022 Nov 17;13(11):963. doi: 10.1038/s41419-022-05415-2
**Supplement:** Supplementary file 1 — Supplemental Materials

**Supplemental Materials**

**SphK-produced S1P in somatic cells is indispensable for LH-EGFR signaling-induced mouse oocyte maturation**

Feifei Yuan, et al.

**Supplementary Figure Legends**

**Fig. S1 The effect of SKI-II on LH- and EGF-induced oocyte meiotic resumption and cumulus expansion-related gene expression.** **a,** Specific detection of SphK1, SphK2, p-SphK1 and p-SphK2 antibodies. The ovaries were isolated from *Sphk1^-/-^; Sphk2^fl/fl^* mice for SphK1/2 and p-SphK1/2 (green) staining. The nuclei were counterstained with DAPI (blue). **b,** Proportion of oocytes having undergone GVB at 4 h of culture. Large antral follicles from eCG-primed mice were cultured in medium supplemented with 1 μg/mL LH and different doses of SKI-II. COCs from eCG-primed mice were cultured in medium with the presence of 30 nM NPPC, supplemented with 10 ng/mL EGF and different doses of SKI-II. **c, d,** Quantitative RT-PCR analysis for cumulus expansion-related gene expression at 4 h of follicle culture (**c**) and at 6 h of COC culture (**d**). At end of the follicle culture, the COCs were released from the follicles. *Rpl19* and *Gapdh* were used as internal references for each biological repeat. **e,** Proportion of oocytes having undergone GVB at 4 h of culture. COCs from eCG-primed mice were cultured in medium with the presence of NPPC, supplemented with EGF, 0.5 mM tetracaine, 10 µM 2-APB, 20 µg/mL heparin and/or 20 μM SKI-II. For **a–e**, n = 3 independent experiments. The data represent the mean ± s.d. *P* values were determined by one-way ANOVA followed by Tukey’s test (**b–e**). ns, not significant. Scale bars, 100 μm.

**Fig. S2 S1P reverses the inhibition of SKI-II on EGF functions.** COCs isolated from eCG-primed mice were cultured in medium, supplemented with NPPC, EGF, SKI-II, and/or 20 μM S1P. **a,** Proportion of oocytes having undergone GVB was determined at 4 h of culture. (n = 3 independent experiments). **b–e,** Representative images of calcium levels (pseudocolor, **d**) and NPR2 affinity for NPPC (green, **e**) in cumulus cells at 2 h of culture, and the statistical analysis of calcium levels (**b**) and NPR2 affinity (**c**). (n ≥ 15 independent samples). The data represent the mean ± s.d. *P* values were determined by one-way ANOVA followed by Tukey’s test (**a–c**). ns, not significant. Scale bars, 100 μm.

**Fig. S3 The effects of hCG and S1P on the expression of PLN in granulosa cells.** **a,** Quantitative RT-PCR analysis for relative concentrations of *Pln*, *Sln* and *Mln* in granulosa cells isolated from eCG-primed mice. **b,** Quantitative RT-PCR analysis for *Pln* levels in MGCs and cumulus cells (CC) isolated from the mice before (no hCG group) and after hCG treatment (2 h). **c,** Western blotting analysis of PLN levels in MGCs and cumulus cells isolated from hCG-treated mice. GAPDH was used as an internal control. **d,** Western blotting analysis of PLN levels in cumulus cells from cultured COCs with and without S1P. GAPDH was used as an internal control. For **a–d**, n = 3 independent experiments. The data represent the mean ± s.d. *P* values were determined by two-sided Student’s *t*-test (**b,** **d**) and one-way ANOVA followed by Tukey’s test (**c**). ns, not significant.

**Fig. S4 The effects of S1PR inhibitors on EGF- and S1P-increased PLN and calcium levels in cumulus cells.** **a,** Quantitative RT-PCR analysis for relative concentrations of *S1pr1-5* in MGCs, cumulus cells (CC), and oocytes (OO) isolated from eCG-primed mice. (n = 3 independent experiments). **b,** Western blotting analysis of PLN levels in cumulus cells from cultured COCs. COCs isolated from eCG-primed mice were cultured in medium with the presence of NPPC, supplemented with EGF, 1 µM W146 and/or 5 µM JTE-013 for 2 h. GAPDH was used as an internal control. (n = 3 independent experiments). **c–d,** Representative images (**c**) and statistical analysis (**d**) of calcium levels (pseudocolor) in cumulus cells at 2 h of culture. (n ≥ 16 independent samples). The data represent the mean ± s.d. *P* values were determined by one-way ANOVA followed by Tukey’s test (**b,** **d**). ns, not significant. Scale bars, 100 μm.

**Fig. S5 The knockout strategy and efficiency of *Sphk2*-conditional knockout mice.**

**a,** The effect of EGF on meiotic resumption of oocytes collected from *Sphk1^-/-^* and *Sphk2^-/-^* mice at 48 h post-eCG. Proportion of oocytes having undergone GVB was determined at 4 h of culture. (n = 3 independent experiments). **b,** A schematic diagram illustrating the loxP site insertion for the generation of *Sphk2^fl/fl^* mice. **c,** DNA graph represented PCR results of different alleles. **d, e,** Detection of SphK2 knockout efficiency in granulosa cells from eCG-primed mice using immunofluorescence (**d**) and western blotting (**e**). Granulosa cells were collected for western blotting analysis. (n = 3 independent experiments). GAPDH was used as an internal control. The data represent the mean ± s.d. *P* values were determined by two-sided Student’s *t*-test. Scale bars: 100 μm.

**Fig. S6 The effects of *Sphk1/2* deletion on follicular development and ovulation.** **a, b,** Ovarian histology (**a**) and quantification of the number of large antral follicles (**b**) from eCG-primed mice. (n = 5 independent experiments). **c, d,** Ovarian histology (**c**) and quantification of the number of corpora lutea (CLs, **d**) from 8-month-old WT and *Sphk1/2^gc-/-^* mice. Representative images are shown. (n = 5 independent experiments). **e,** Quantitative RT-PCR analysis for cumulus expansion-related gene expression in WT and *Sphk1/2^gc-/-^* mice at 4 h post-hCG. (n = 3 independent experiments). **f,** Serum progesterone (P4) concentrations in WT and *Sphk1/2^gc-/-^* mice before and after hCG injection. (n = 3 independent experiments). **g,** Quantitative RT-PCR analysis for *Pln* mRNA levels in MGCs and cumulus cells (CC) isolated from WT and *Sphk1/2^gc-/-^* mice at 2 h post-hCG. (n = 3 independent experiments). The data represent the mean ± s.d. *P* values were determined by two-sided Student’s *t*-test (**b, d, e–g**). ns, not significant. Scale bars: 100 μm.

**Fig. S7 The effects of *Sphk1/2* deletion on the levels of calcium, the affinity of NPR2 and the expression of NPPC and NPR2. a–c,** Representative images of calcium levels (pseudocolor) and NPR2 affinity for NPPC (green) in cumulus cells from WT and *Sphk1/2^gc-/-^* mice at 2 h post-hCG (**a**), and the statistical analysis of calcium levels (**b**) and NPR2 affinity (**c**). (n ≥ 18 independent samples). Scale bars: 100 μm. **d–e,** The mRNA (**d**) and protein (**e, f**) levels of NPPC and NPR2 in MGCs (**d** and **e**) and cumulus cells (CC, **d** and **f**) isolated from WT and *Sphk1/2^gc-/-^* mice at 4 h post-hCG (n = 3 independent experiments). The data represent the mean ± s.d. *P* values were determined by two-sided Student’s *t*-test (**b–f**). ns, not significant.

**Fig. S8 The analysis of transcriptome integrity in WT and *Sphk1/2^gc-/-^* mice.** **a, b,** Bubble chart illustrating the enriched KEGG associated with the significantly downregulated transcripts in *Sphk1/2^gc-/-^* MGCs (**a**) and cumulus cells (**b**) identified by RNA-seq. **c,** Gene set enrichment analysis (GSEA) revealing the enrichment of terms in *Sphk1/2^gc-/-^* cumulus cells relative to WT. NES, normalized enrichment score. **d-f,** GSEA revealing the enrichment of cell cycle (**d**), transcriptional regulation (**e**) and oxidative phosphorylation (**f**) in *Sphk1/2^gc-/-^* cumulus cells relative to WT. **g, h,** Bar graph illustrating the enriched GO/KEGG terms associated with the significantly upregulated transcripts in *Sphk1/2^gc-/-^* MGCs (**g**) and cumulus cells (**h**) identified by RNA-seq. Transcripts with a fold-change ≥ 2 and a *P* value ≤ 0.05 were selected for analysis.

**Fig. S9 The staining of MII oocytes and blastocysts in WT and *Sphk1/2^gc-/-^* mice.** **a, b,** Immunofluorescent staining of α-tubulin showing ovulated oocytes with defective cytokinesis (**a**) or remaining in telophase I (**b**). The enlarged views of the white boxed area indicate morphology of microtubules (green) and chromosomes (blue). Representative images are shown. **c, d,** Representative images of DAPI (blue) staining of blastocysts (**c**) and quantification of the total cells in the blastocysts (**d**). (n = 5 independent experiments). The data represent the mean ± s.d. *P* values were determined by two-sided Student’s *t*-test. Scale bars, 20 μm.

**Fig. S10 The in vitro maturation defect of oocytes in *Sphk1/2^gc-/-^* mice.** COCs isolated from eCG-primed mice were cultured in medium supplemented with NPPC and EGF for 16 h. **a,** Immunofluorescent staining of α-tubulin showing spindle assembly in MII oocytes after in vitro maturation (IVM). The enlarged views of the white boxed area indicate microtubules (green) and chromosomes (blue). Representative images are shown. Scale bars, 20 μm. **b,** Quantification of the rate of MI and MII oocytes and the rate of normal spindle formation in MII oocytes after IVM. The numbers of analyzed oocytes are indicated (n). The data represent the mean ± s.d. *P* values were determined by two-sided Student’s *t*-test.

**Fig. S11** **Western blotting analysis of Akt phosphorylation levels in oocytes from different treatments.** Denuded oocytes were collected from eCG-primed mice and then were cultured in medium supplemented with S1P and/or 5 µM VPC23019 for 1.5 h. Total Akt were used as an internal control. The data represent the mean ± s.d. *P* values were determined by one-way ANOVA followed by Tukey’s test.

**Fig. S12 The effect of *Pln* deletion on the mRNA levels of *Sln* and *Mln* in granulosa cells.** *Pln* knockout mice (*Pln^-/-^*) were purchased from Cyagen Biosciences Co., Ltd. (Suzhou, China). **a,** The mRNA levels of *Pln* were not detected in the granulosa cells of *Pln^-/-^* mice. (n = 3 independent experiments). **b,** The mRNA levels of *Sln* and *Mln* were significantly increased in the granulosa cells of *Pln^-/-^* mice. (n = 3 independent experiments). The data represent the mean ± s.d. *P* values were determined by two-sided Student’s *t*-test.

# Supplementary material for: SphK-produced S1P in somatic cells is indispensable for LH-EGFR signaling-induced mouse oocyte maturation
**Source:** Cell Death Dis. 2022 Nov 17;13(11):963. doi: 10.1038/s41419-022-05415-2

Supplemental Material – original blots

SphK-produced S1P in somatic cells is indispensable for LH-EGFR signaling-induced mouse oocyte maturation

Feifei Yuan, et al.

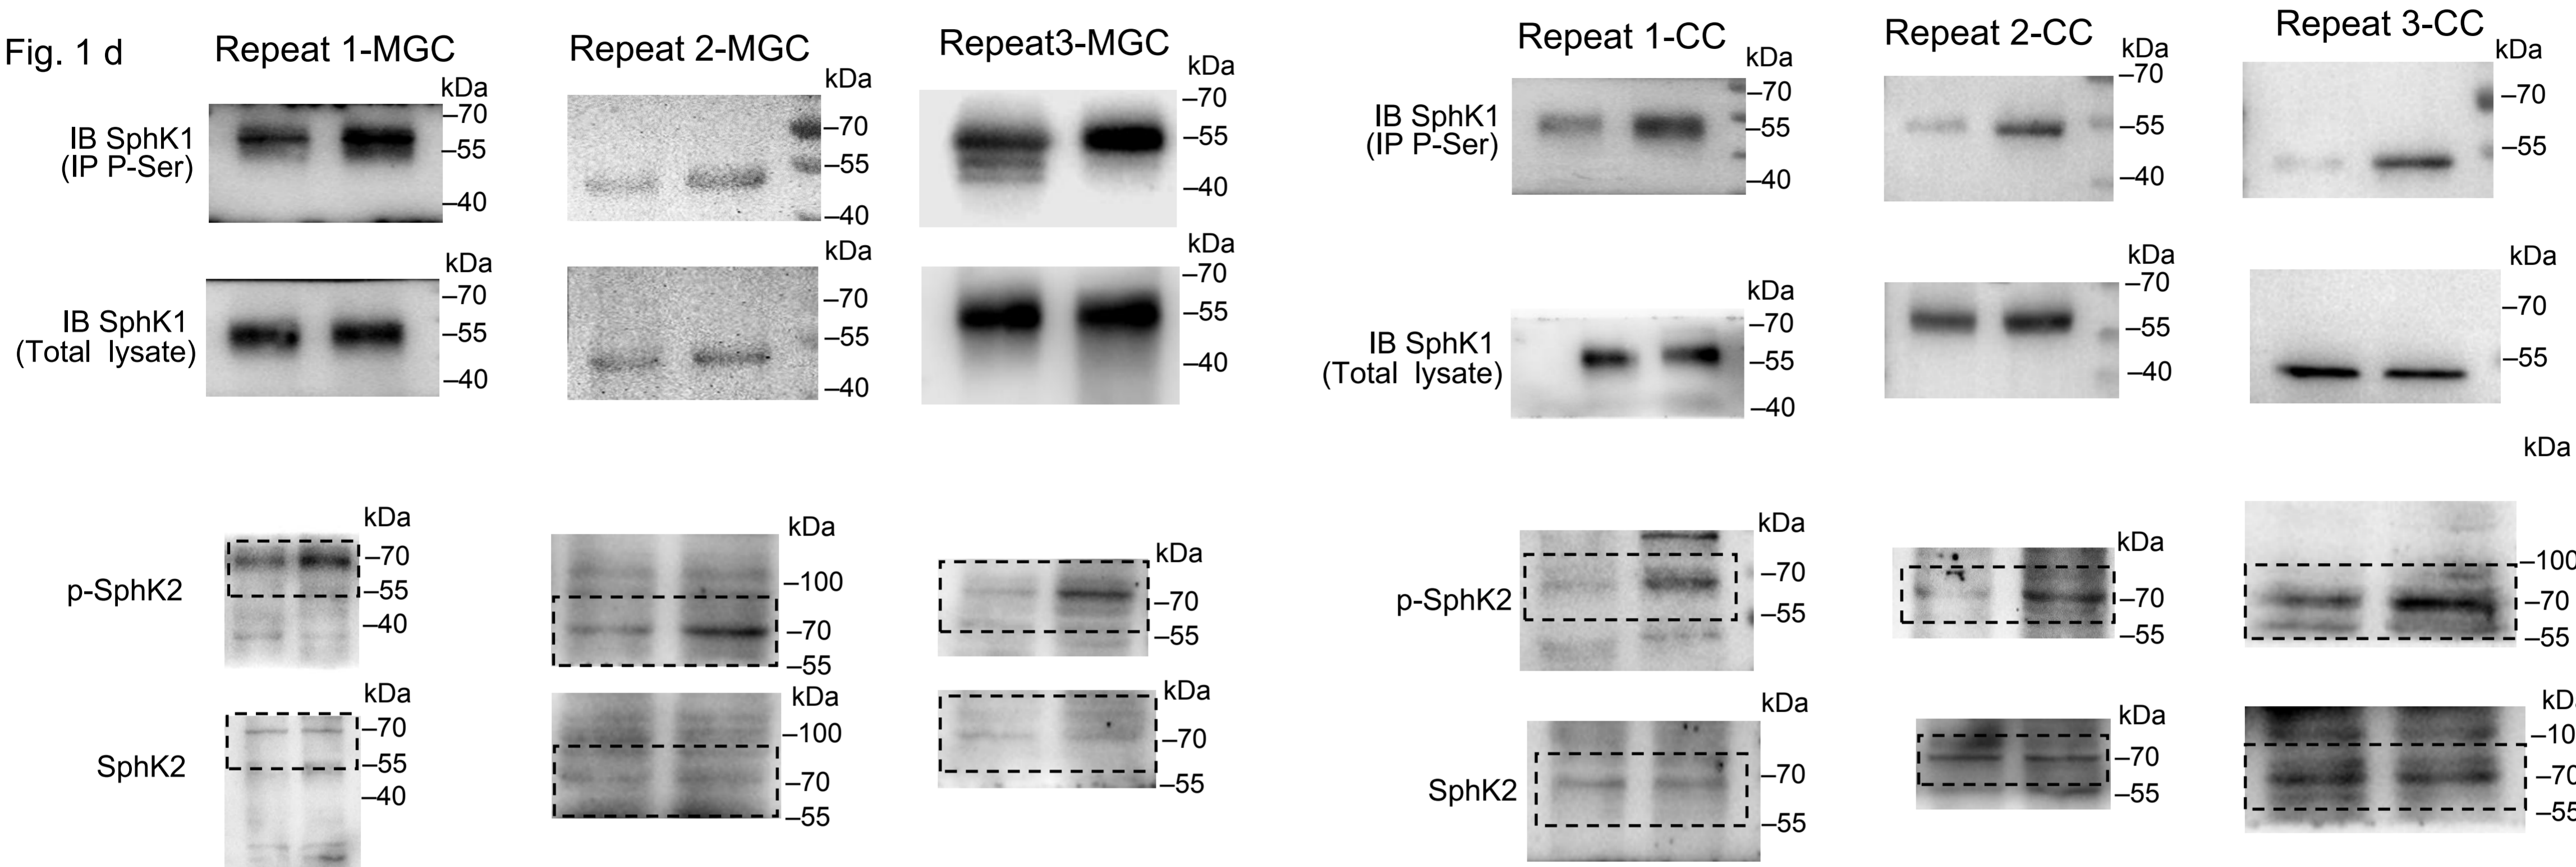

Repeat 1 is a representative image of Fig. 1 d.

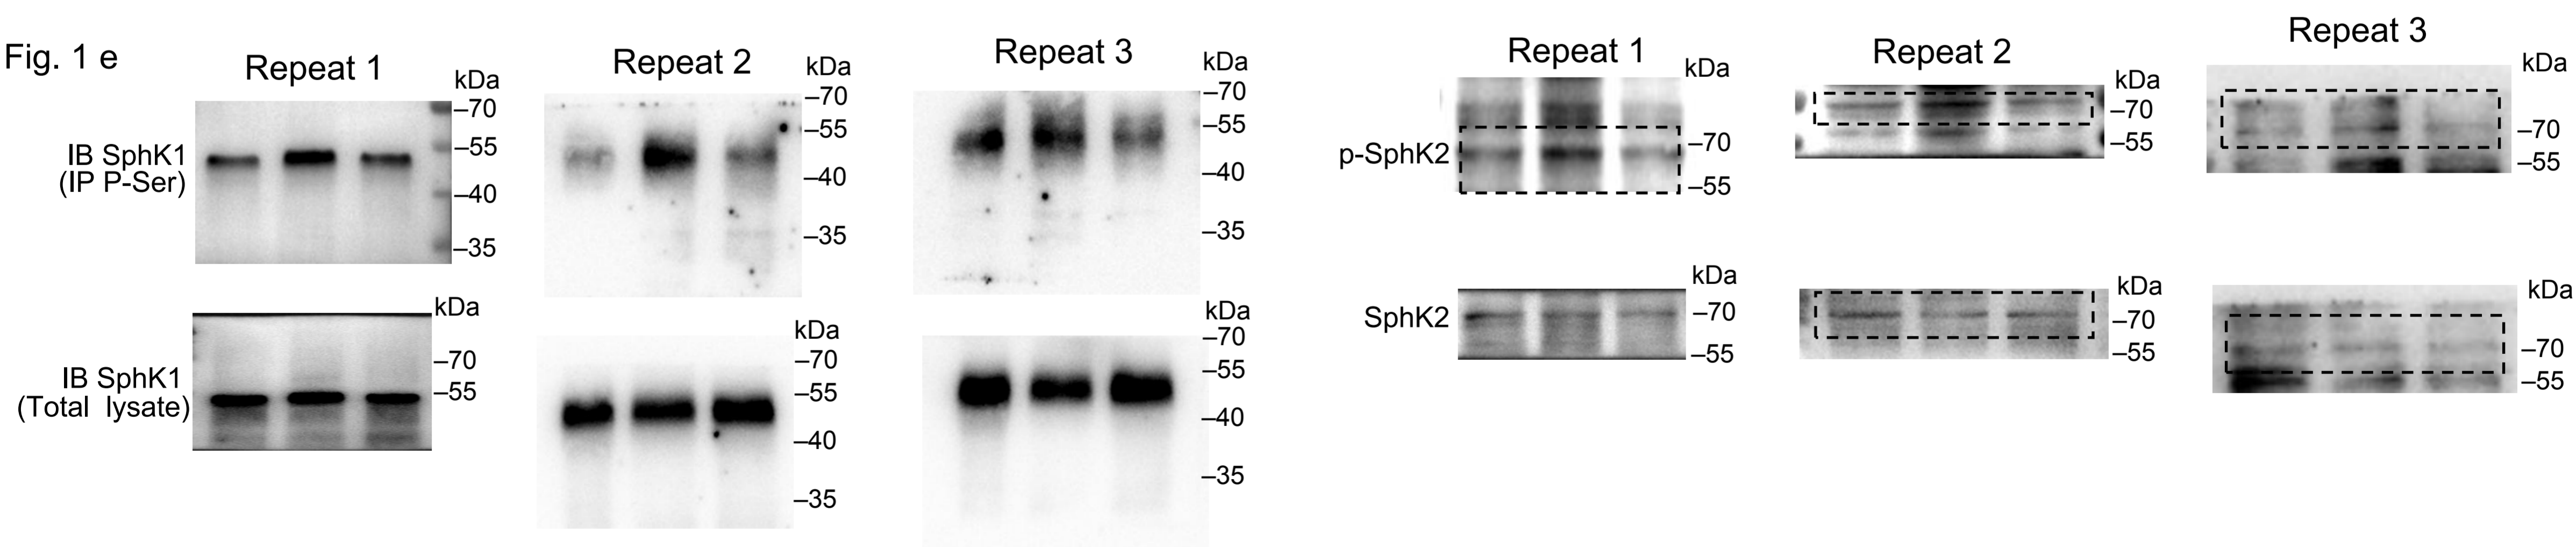

Repeat 1 is a representative image of Fig. 1 e.

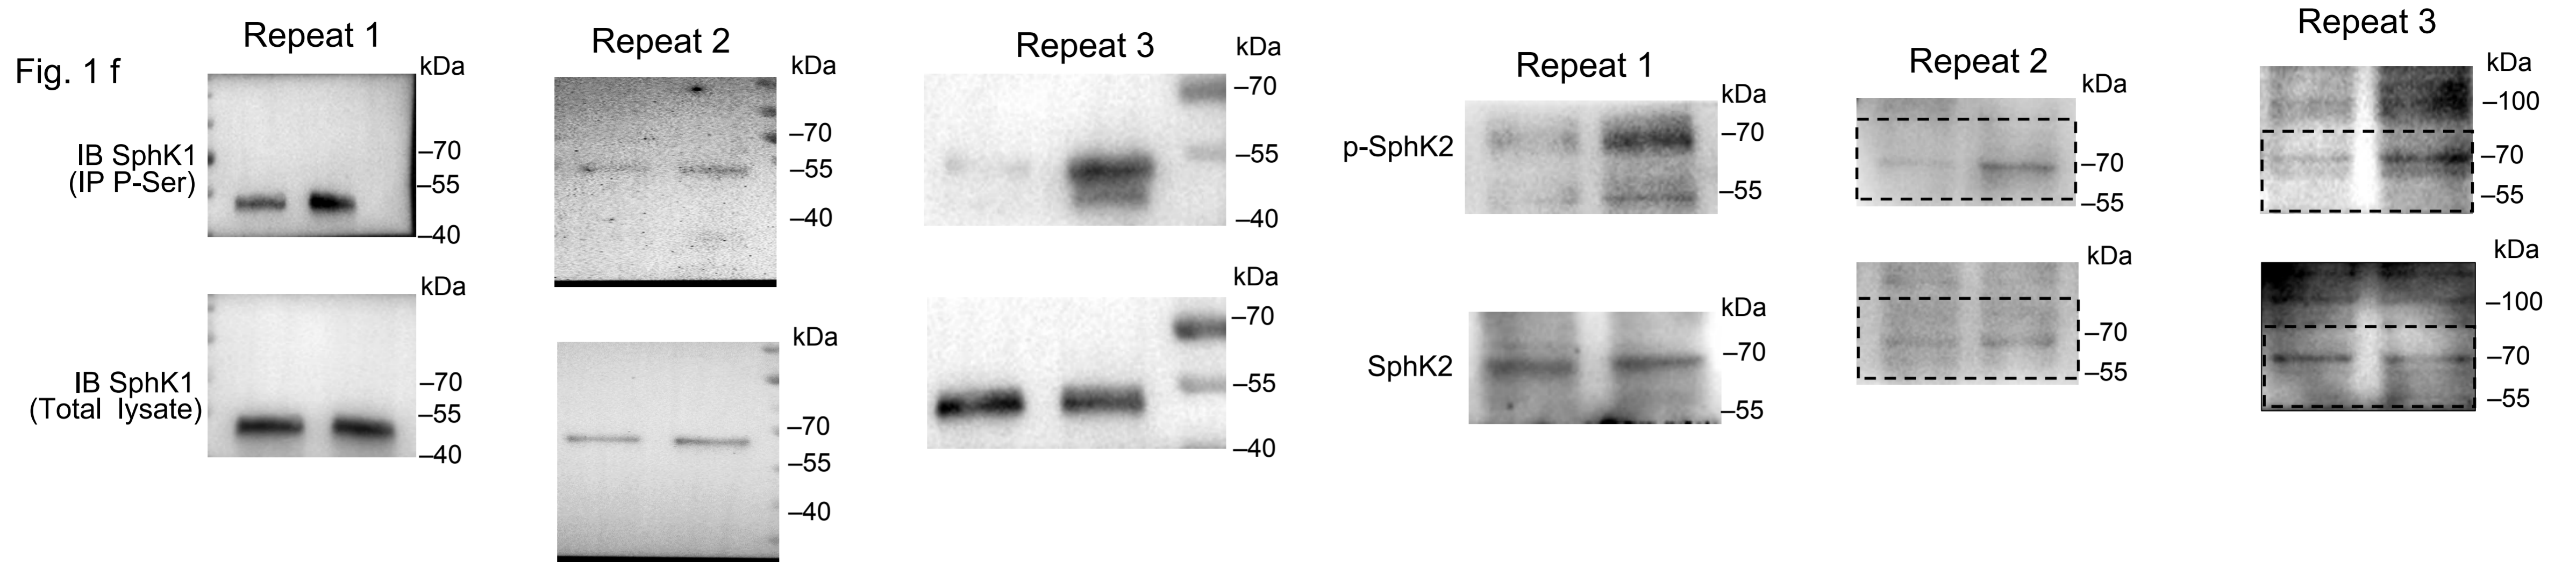

Repeat 1 is a representative image of Fig. 1 f.

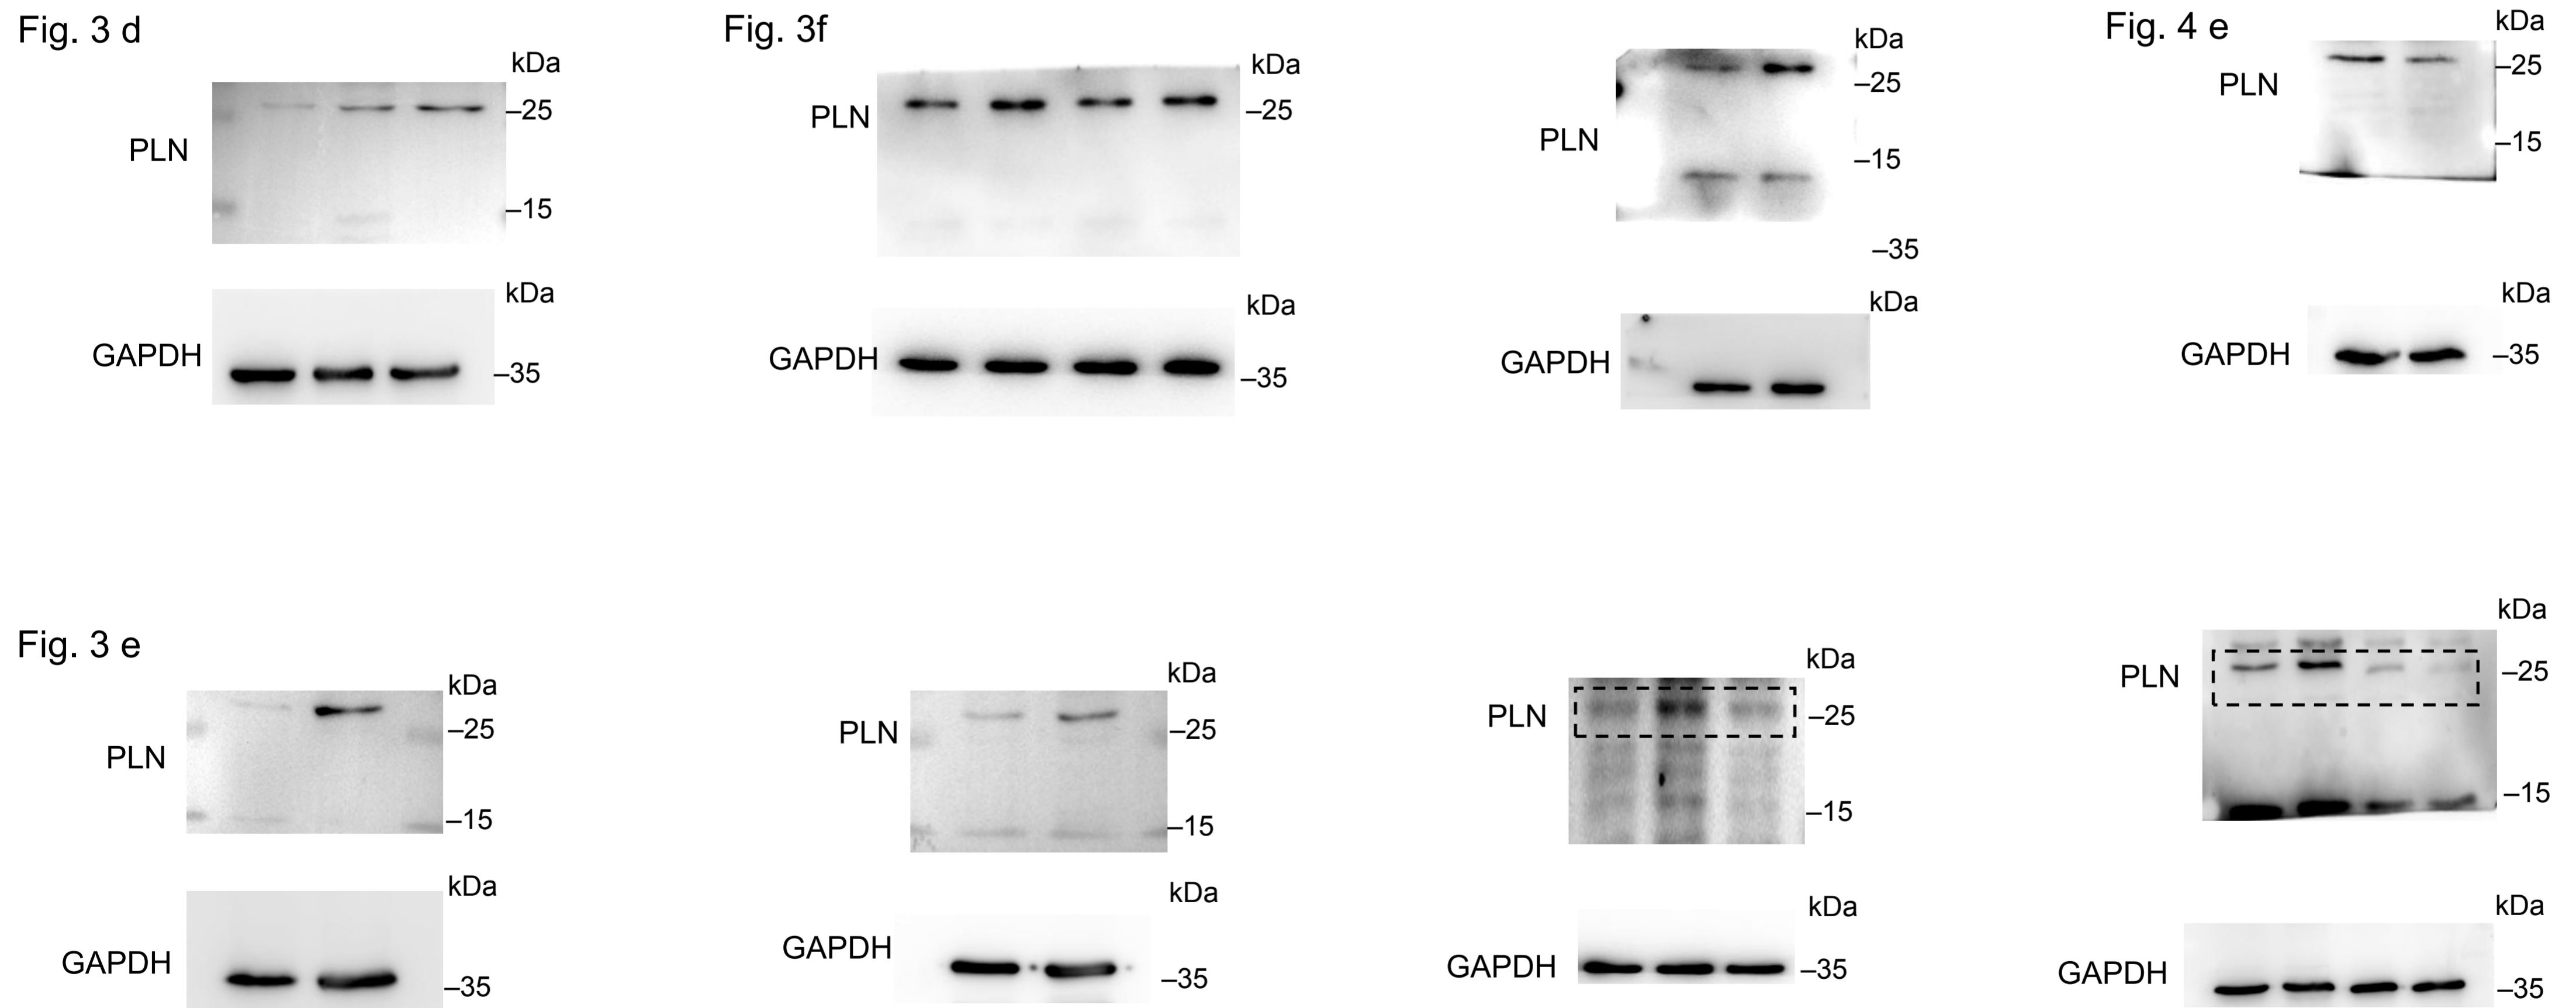

Fig. 6 f

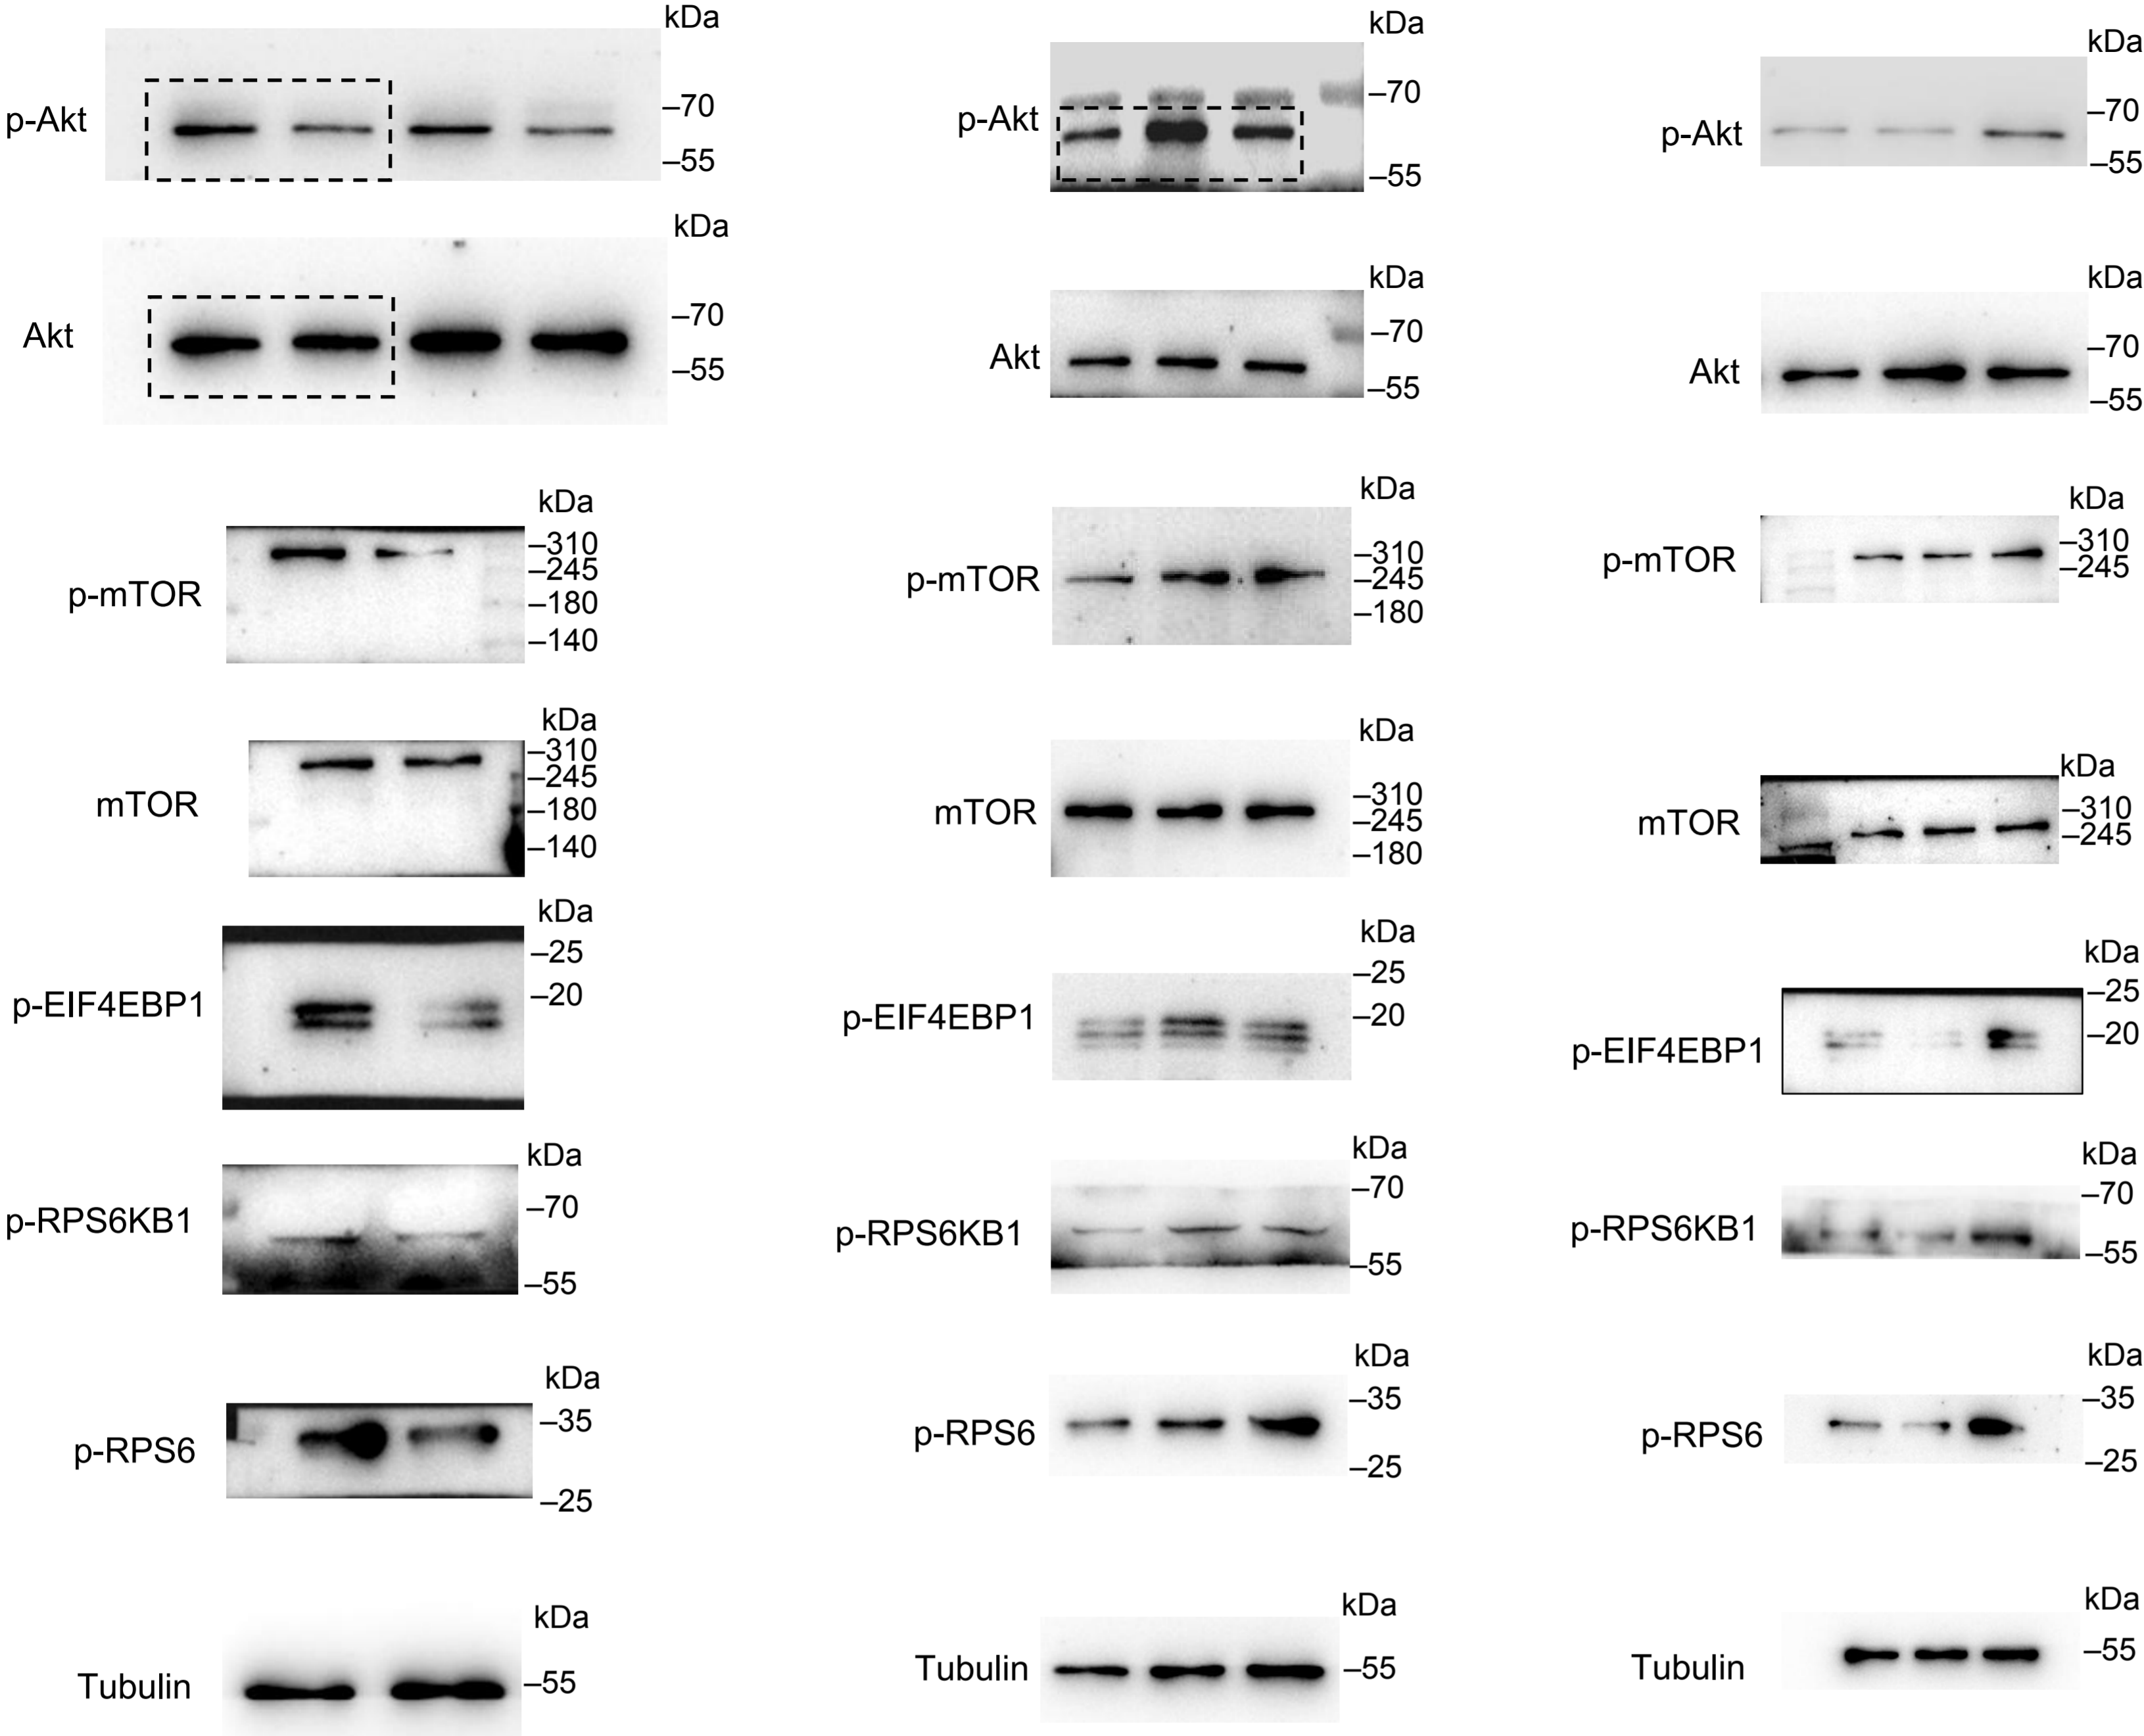

Fig. 6 h

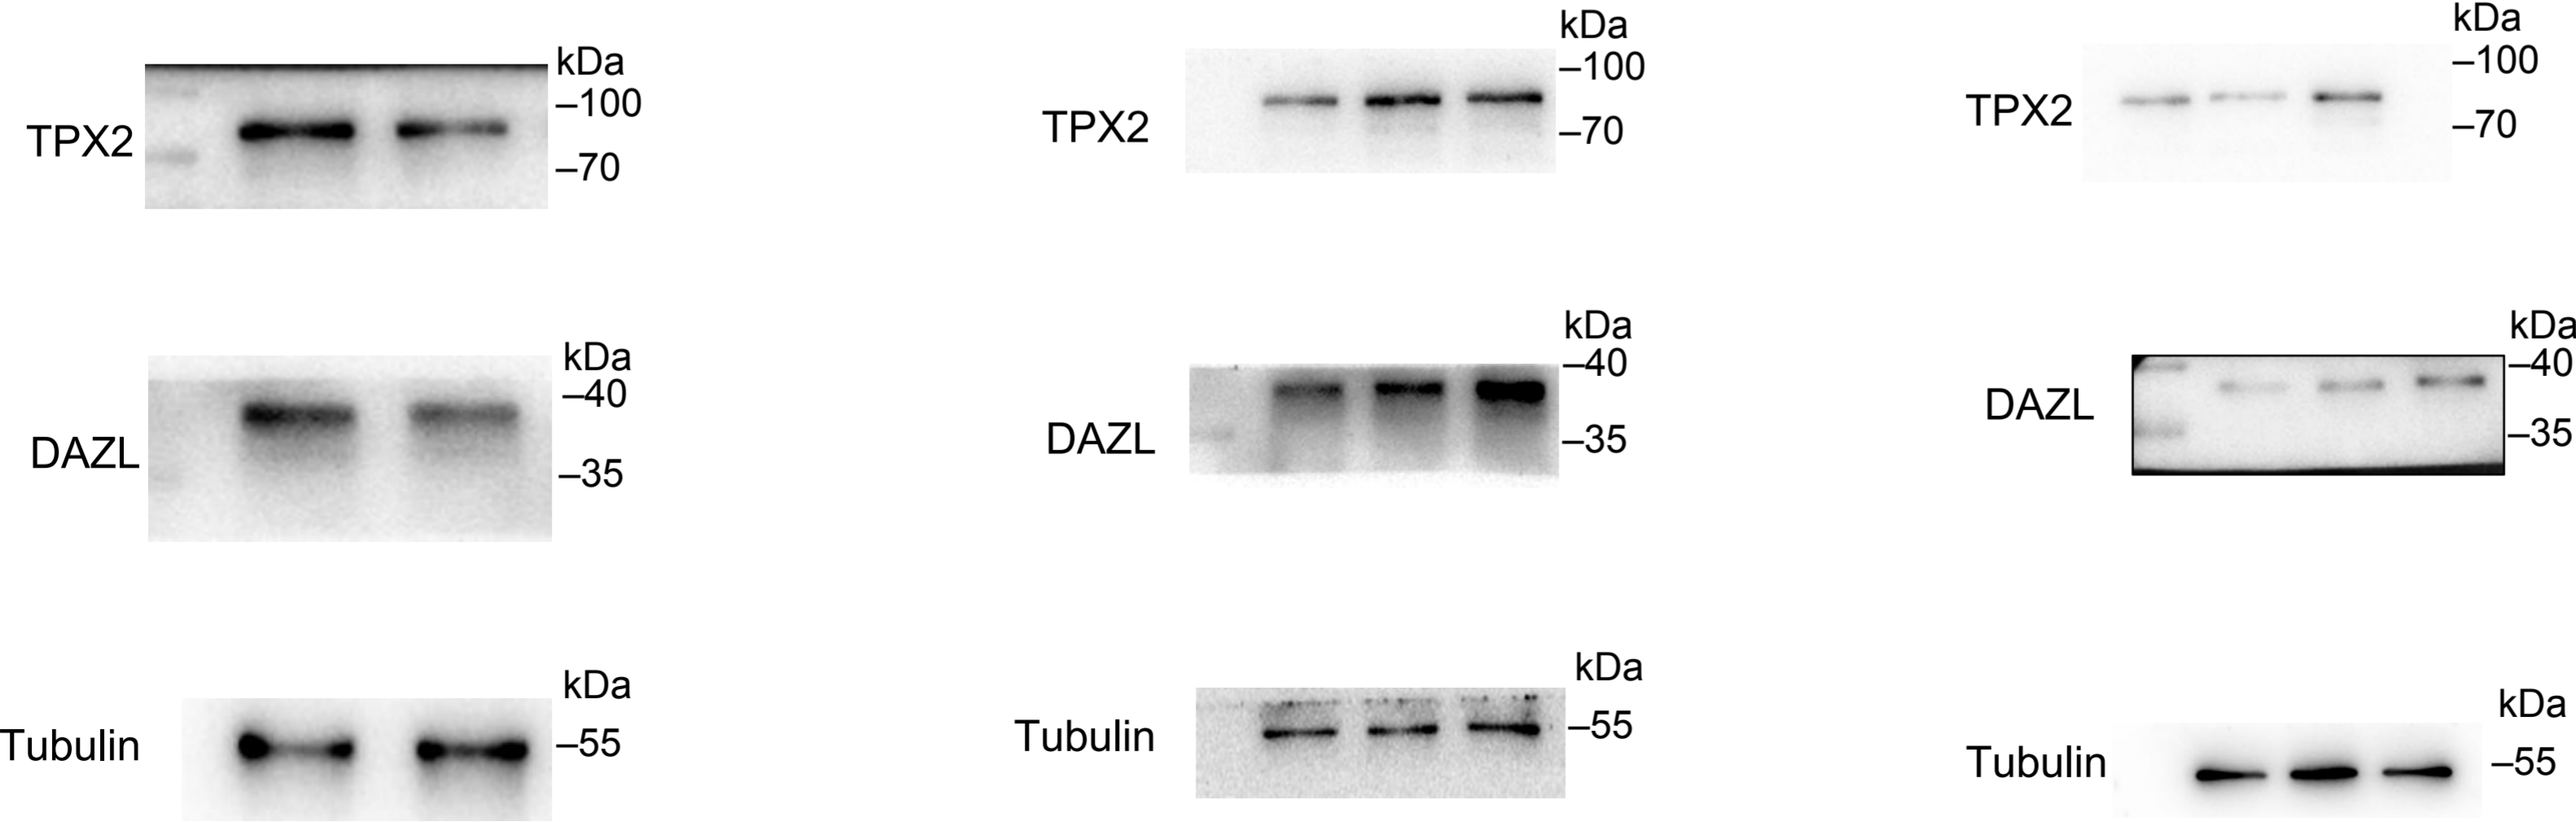

Fig. S3 c

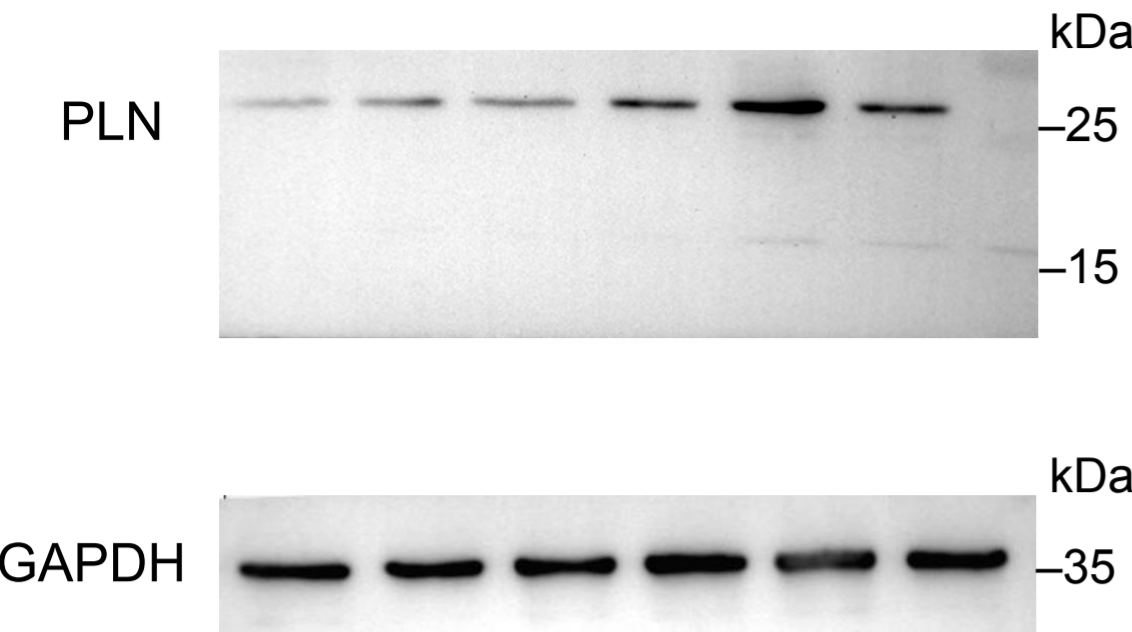

Fig. S3 d

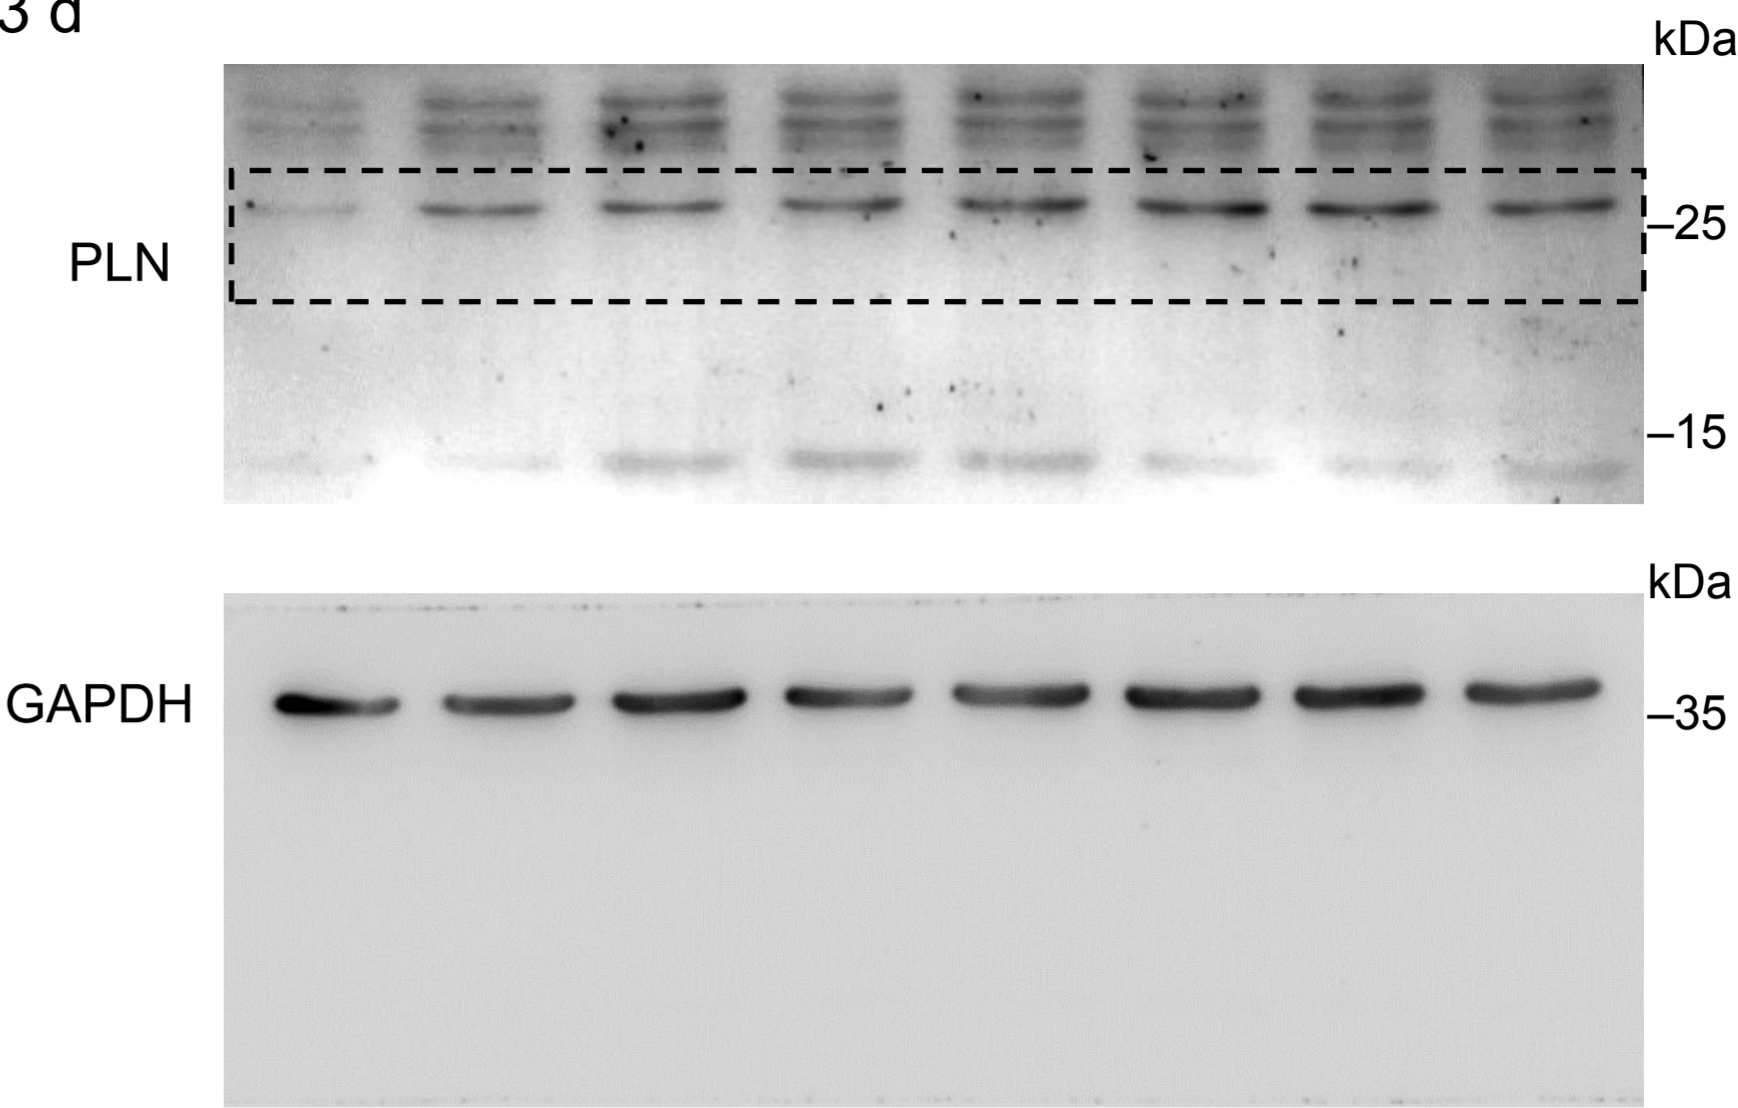

Fig. S4 b

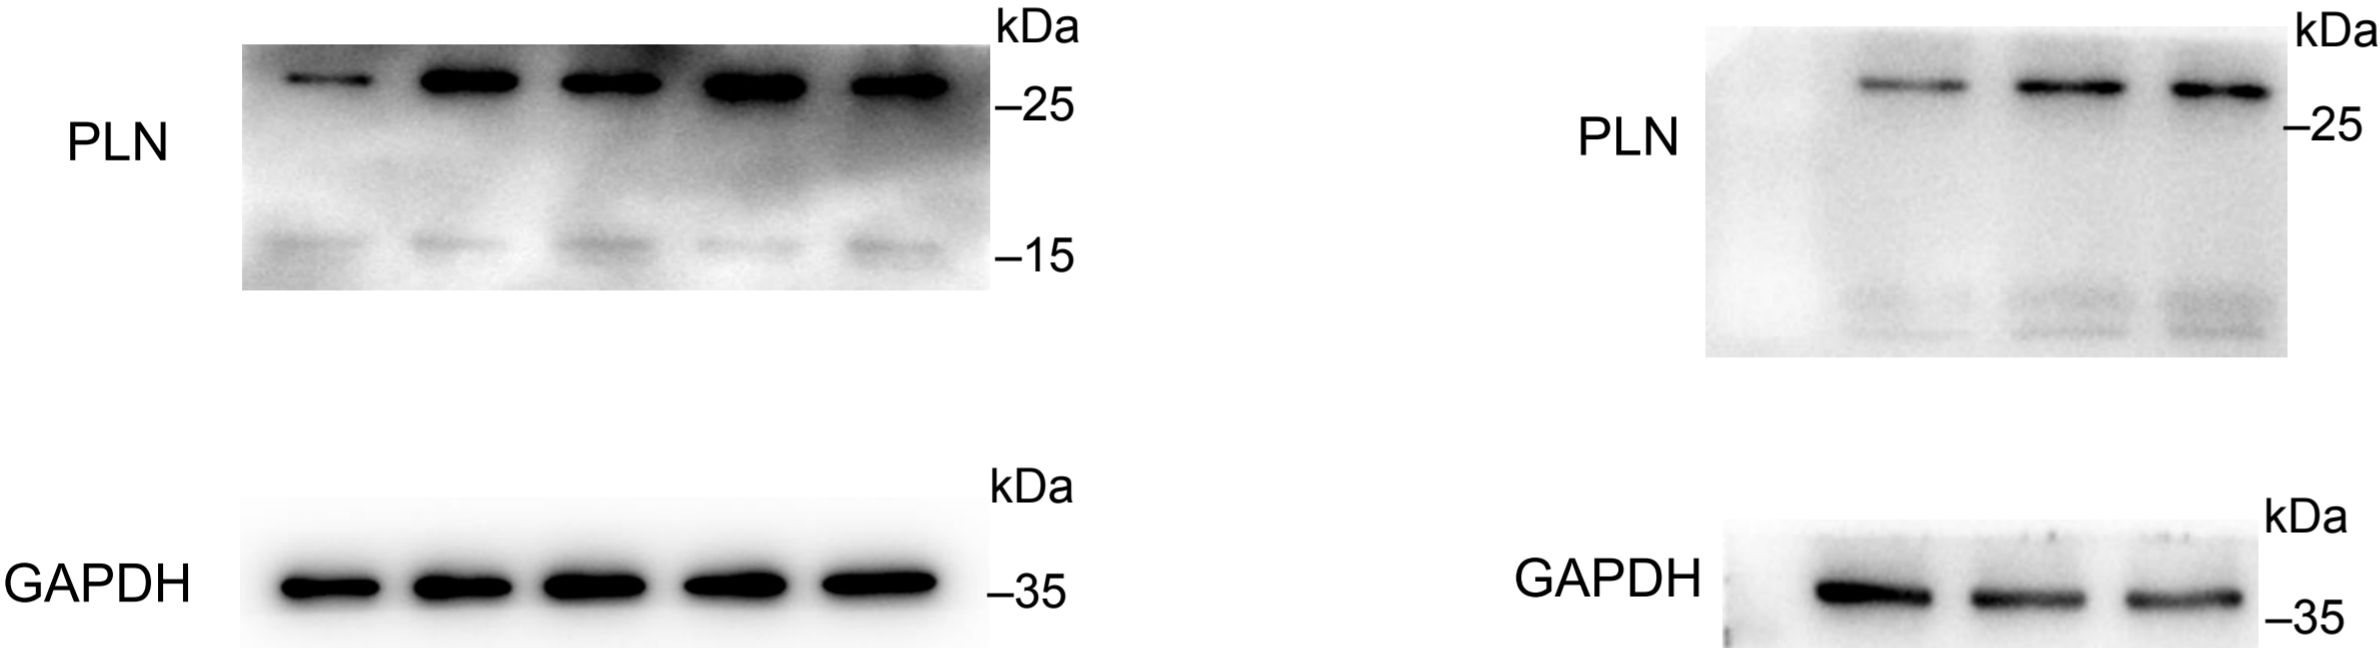

Fig. S5 e

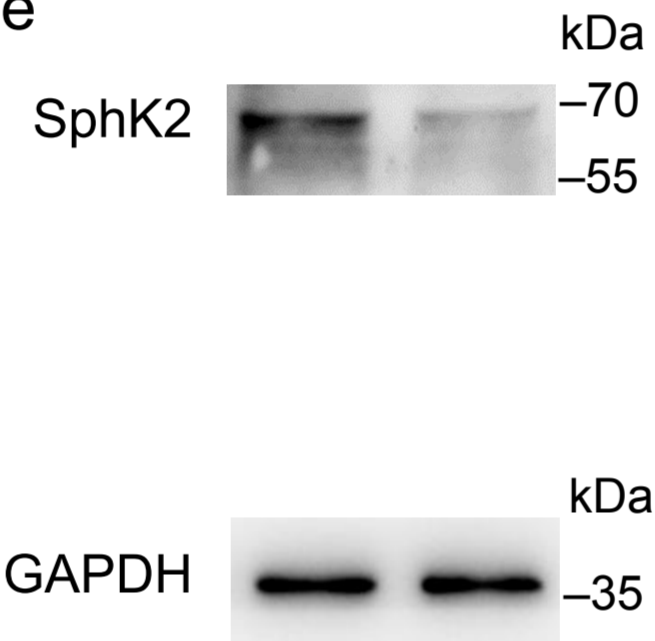

Fig. S7 e

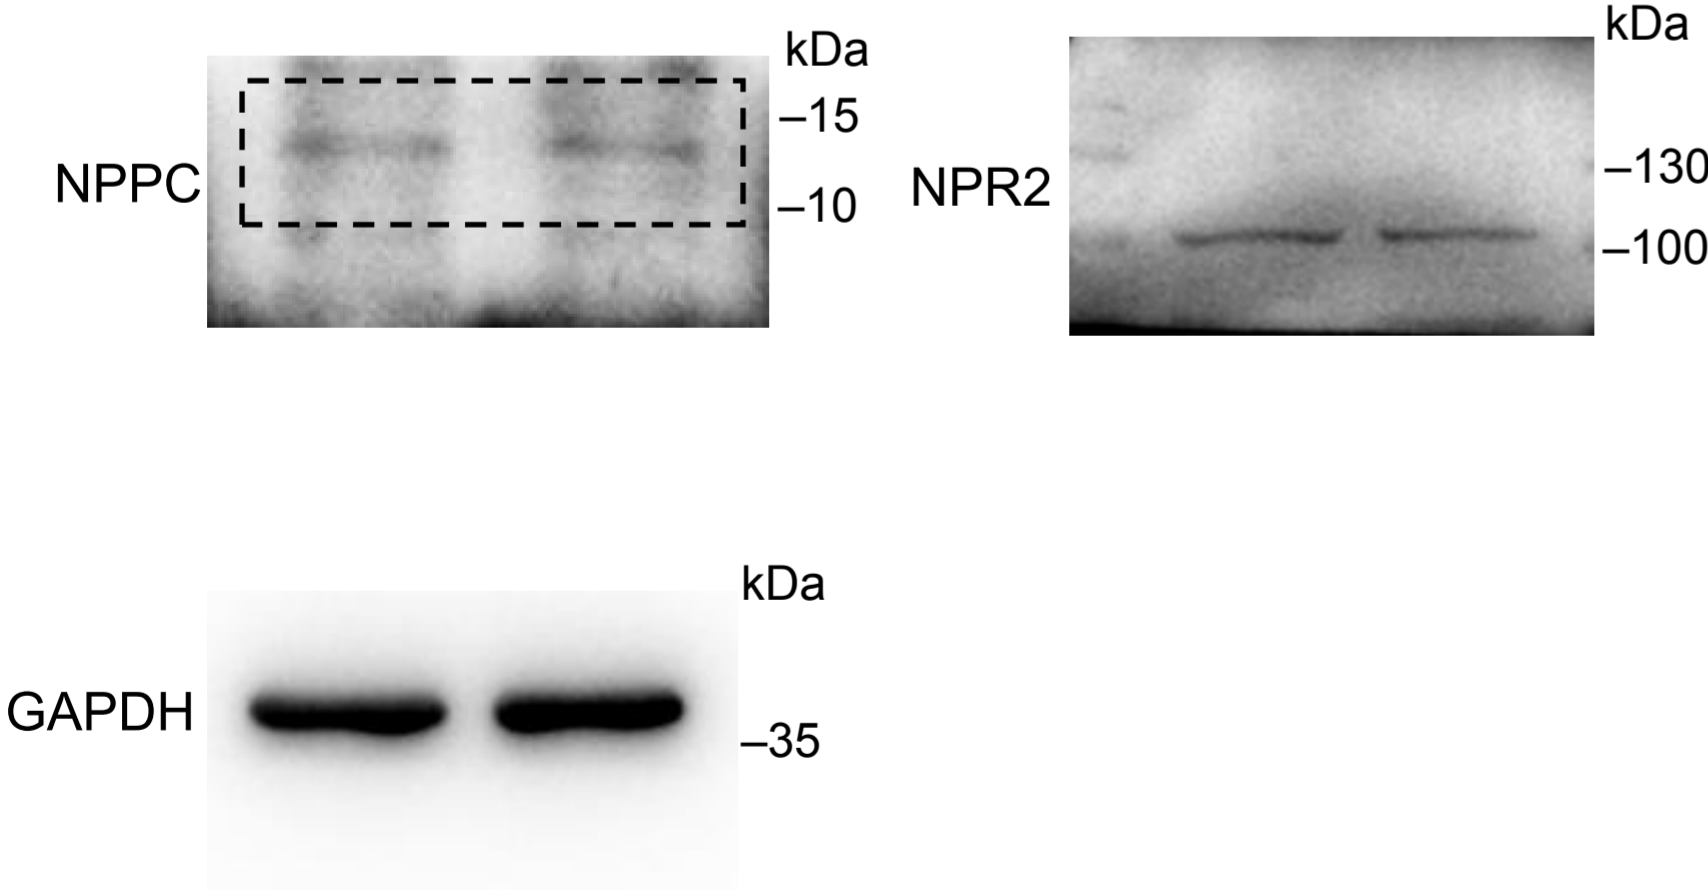

Fig. S7 f

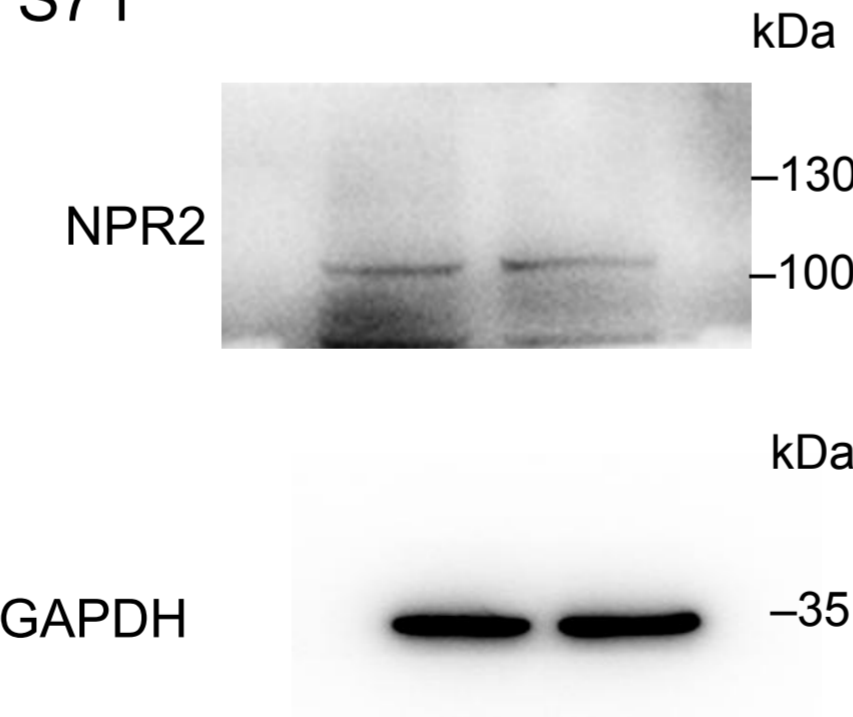

Fig. S 11

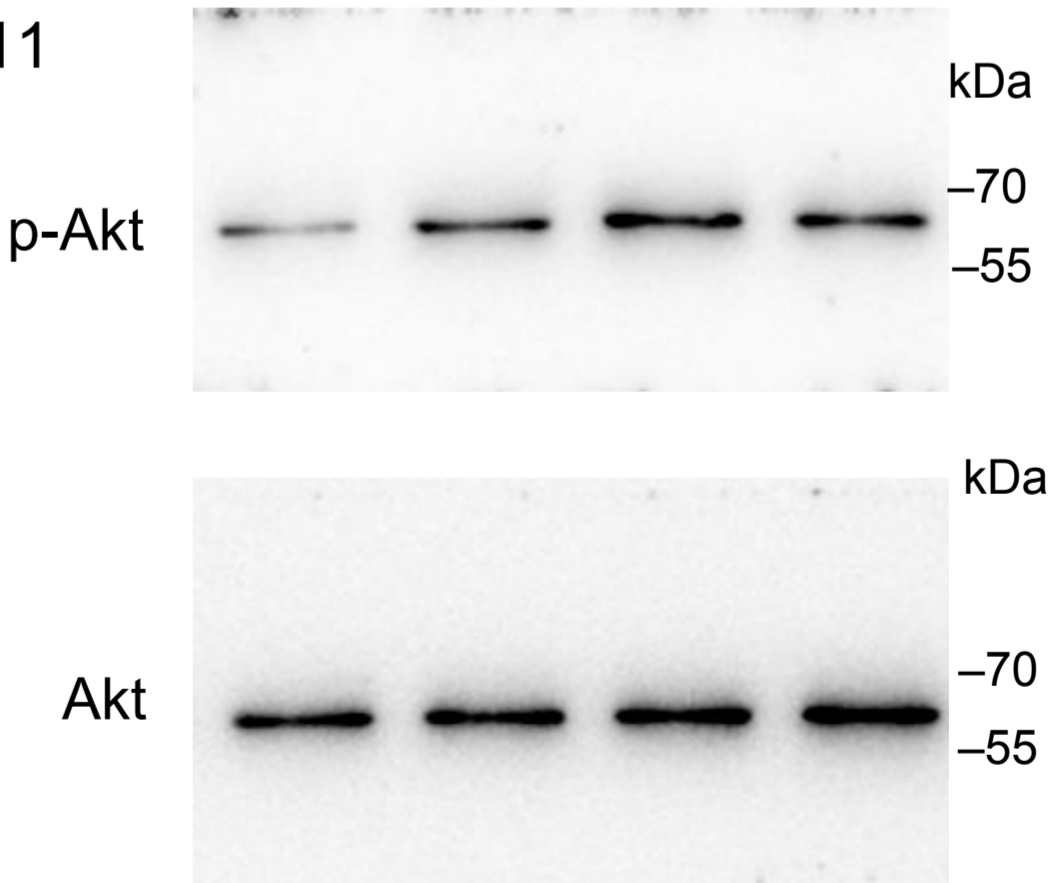

**Supplement:** Supplementary file 18 — Original Blots

How the deposited data were processed for this re-analysis (not part of the article)

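The sequencing data are 12 libraries of MGCs and cumulus cells from WT and Sphk1/2gc−/− mice at 2 h post-hCG, 3 libraries per group. The values that the authors deposited are FPKM, in 1 table per cell type with 29101 (MGCs) and 33137 (cumulus cells) genes, and 0 of their columns were left unused. Gene names and positions were taken from GENCODE M21 (GRCm38), which lacks 64 and 66 of the listed genes, and 26382 genes are in both tables. The aligner, the counting tool and the settings behind the FPKM are not stated. The product of FPKM and exon length fell on whole multiples of a fixed step for 90.6% to 92.1% of the values above 0 in each library (tolerance 0.02 reads). The step gave 16100365 to 19761604 reads per library (median 17257225). These read counts were used for levels near detection, with a floor of 3 reads, and for the alternatives named with reads.

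The main analysis, the alternatives, the genes to name and the gene lists from outside the data were fixed before the data were examined. They held a test for read counts and another for FPKM. As the files hold FPKM, the test used was the latter, limma 3.58.1 in R 4.3.3 on log2(FPKM + 1) with an intensity trend in the variance, separately for each cell type and without further normalization. Genes with a mean of at least 0.5 FPKM in a genotype were tested. A transcript was called at a Benjamini-Hochberg adjusted p of 0.05 or less and a log2 fold change of at least 1 in size. SE is the standard error from limma after shrinkage of the variance. The difference between cell types was tested in 1 model of all 12 libraries with an interaction of genotype and cell type. That test was fixed for tables scaled together, which is not stated for these. It was run because FPKM is scaled within each library and because, of 16874 genes compared, the exon length fitted both tables or neither for 99.6%.

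Genes are named if the paper names them in its text, in Fig. 5 or among its primers, or if they belong to the S1P pathway. Beyond these, the 3 called transcripts with the largest change in each direction and cell type are named, among those with a mean of at least 5 FPKM over the 6 libraries and no overlap of the genotypes. Other genes are named with the statement that they were chosen after their values were seen. Gene lists were tested with camera at a preset correlation of 0.01, and again with fry and with camera at an estimated correlation. They are the lists of Fig. 5, lists of processes and of cell type markers written from general knowledge, and Reactome sets from fgsea 1.28.0. Reactome sets were adjusted apart from the other lists.

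Libraries of the same number share only a number, as the labels state no common animal. After removal of the genotype means, libraries of the same number had correlations of 0.220, 0.158 and 0.224 in MGCs and −0.148, −0.0511 and 0.115 in cumulus cells. As the MGC values pass the limit of 0.1 set for a pairing, the number was also tried as a block. Values with the block are given where they change a call or a count. In the model of both cell types the block was each number within a genotype, shared by MGCs and cumulus cells. The correlations above do not test that pairing.

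The same code was run on simulated tables with 200 changed genes. It recovered 93.0% of them in MGCs and 94.0% in cumulus cells, with 1.06% and 2.59% false calls among those made. The spread of the simulated libraries was held at 0.15 log2 units or less, so that these tables are easier than the real ones.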

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

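The tests of leukocyte RNA, of the H2 haplotype and of reads shared with Ndufs5 were chosen after the results had been seen.

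The genotype effect differed between MGCs and cumulus cells for 624 transcripts (limma, Benjamini-Hochberg). The difference is given as the log2 fold change in cumulus cells minus that in MGCs. For some of the named transcripts it was 1.22 for Pdgfrb, −1.69 for Pola1, −1.33 for Tpi1, 1.51 for Sgpp2 and 1.70 for Gm2a. It was 5.26 for Gal, −1.96 for Cox4i2, −2.81 for Zpld1 and −2.60 for Tnni3. Others also had an adjusted p of 0.05 or less, among them Wnt10b (2.16), Cemip (2.14), Asprv1 (1.63), Ednrb (1.40), Clec4d (1.22), Top2a (−2.11) and Cyp19a1 (−3.05). The test did not require a transcript to be detected in both cell types. Cemip had means of only 0.0146 and 0.00289 FPKM in WT and Sphk1/2gc−/− cumulus cells. Its difference is thus its fall in MGCs with the sign turned, and shows no response in cumulus cells. The count depends on which libraries are kept: it was 0 without replicate 1 (2942 at an unadjusted p of 0.05 or less), 0 without replicate 2 (1523 unadjusted) and 1579 without replicate 3. It was 56 with a block that paired MGC and cumulus cell libraries of the same genotype and number. Of 100 drawn splits of the libraries, 6 gave as many, the real one included. The 5 others were among 14 drawn splits with the real genotypes in cumulus cells only, of which the lowest gave 46. In MGCs 4 of the 5 mixed the genotypes and 1 had them exchanged. Drawn splits with other groups of cumulus cell libraries gave at most 14. The count therefore depends on the change in cumulus cells, and it is no measure of how the MGC effect differs.

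BC002163 was the only transcript called as higher in MGCs (log2 fold change 4.08) and rose by 4.82 in cumulus cells. It had 3, 2 and 7 reads in WT MGC libraries and 148, 134 and 182 in the Sphk1/2gc−/− libraries, and 15 to 26 against 629 to 1003 reads in cumulus cells. Reads taken from its parent gene Ndufs5 are not the source in cumulus cells, where Ndufs5 itself changed by 0.25. In MGCs Ndufs5 changed by −0.89, from a mean of 418 to 233 reads, which leaves a transfer of reads between the genes open. A sequence difference between the mouse strains behind the genotypes may explain a switch of this kind, which reads at the locus would settle and FPKM cannot.

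Gm2a fell in MGCs (log2 fold change −2.05, limma adjusted p = 0.0413, with the block 0.0736) and not in cumulus cells (−0.35, adjusted p = 0.235). In cumulus cells Gal rose by 5.00 and H2-Eb1 by 4.44, whereas Cox4i2 changed by −3.48, Zpld1 by −3.30 and Tnni3 by −3.11. In the text of the paper these transcripts are not discussed. Cox4i2 was also lower in MGCs, by −1.51 (adjusted p = 0.0744), with no overlap of the genotypes. H2-Eb1 was at 80.1 and 102 FPKM in Sphk1/2gc−/− MGC libraries 1 and 2 but at 3.18 FPKM in library 3, near the WT values of 1.30 to 3.23 FPKM.

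The Reactome interferon gamma set was higher in cumulus cells labelled Sphk1/2gc−/−, with a median log2 fold change of 0.469 (29 of 45 transcripts higher, camera adjusted p = 4.20e-06, fry adjusted p = 0.000632). The 14 leukocyte transcripts outside the MHC class II group had a median of 0.392 FPKM in these libraries, against 29.9 FPKM for H2-Aa, H2-Ab1, H2-Eb1 and Cd74. This cannot exclude more leukocytes as the source, as Ptprc, Laptm5 and Itgam among the 14 were barely detected in every library. The leukocyte list, which includes MHC class II transcripts, had a median log2 fold change of 1.33 (11 of 11 higher, camera adjusted p = 1.31e-06, fry adjusted p = 0.0167). Lyz2 (35.6, 4.58 and 47.4 FPKM in Sphk1/2gc−/− libraries 1 to 3, 34.7 in WT library 1) and C1qb (8.30, 1.58 and 9.87 FPKM) leave open that macrophage RNA varied between libraries. Another H2 haplotype on chromosome 17 was tested first with the members outside that chromosome, whose median was 0.285 (18 of 33 higher, camera with an unadjusted p of 0.0103, fry with 0.000727), while the median of the 12 members on chromosome 17 was 2.15. The 10 members outside chromosome 17 that were called were all higher, but the change itself decides which members are called. In MGCs, 41 of 53 members outside chromosome 17 were higher over the paper's 4 libraries (median 0.21, camera with an unadjusted p of 3.50e-10, fry with 0.0524), and 33 of 53 over all 6 libraries (camera 0.141, fry 0.796). In cumulus cells camera and fry thus argue against a haplotype as the whole cause, but the members went both ways, with 15 of 33 lower. In MGCs fry over the 4 libraries was above 0.05 and Sphk1/2gc−/− library 3 lacks the rise. A haplotype therefore stays open, less so for cumulus cells than for MGCs.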

How the results depend on the processing

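The analysis of the paper's 4 MGC libraries and the voom fits were chosen after the results had been seen. The fixed alternatives for read counts (DESeq2, TMM against library size alone, robust quasi-likelihood) were not run, as the files hold FPKM.

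In MGCs the counts of transcripts called as higher and lower were 1 and 5 (79 and 167 unadjusted). They were 25 and 92 in the fit of all 12 libraries, 2 and 1 with the block, 1 and 0 without the filter on level (163 lower unadjusted) and 0 and 0 for transcripts with 10 reads in every library (54 and 117 unadjusted). With upper quartile scaling they were 2 and 4, with a pseudocount of 0.1 they were 3 and 5, with quantile normalization 1 and 0 (153 lower unadjusted), with voom 0 and 0 (148 and 492 unadjusted) and over the paper's 4 libraries 191 and 286. The 4 libraries gave 276 and 613 with a pseudocount of 0.1, 315 and 814 with voom, 782 and 1704 without the fold threshold and 202 and 322 unadjusted. With 1 library left out they ranged from 0 to 116 and from 0 to 54, both highest without Sphk1/2gc−/− library 3. The number of MGC lists was 13, and it was 15 with the block, 4 with fry, 1 with an estimated correlation and 9 to 16 with 1 library left out. Of the 10 splits of the MGC libraries, 2 gave as many transcripts higher, 1 as many lower and 8 as many lists, the real one included in each.

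In cumulus cells 511 transcripts were higher and 470 lower. These were 1179 and 1546 without the fold threshold, 825 and 849 with a pseudocount of 0.1, 927 and 1038 with voom and 570 and 366 with upper quartile scaling. They were 506 and 456 with the block, and ranged from 391 to 651 and from 350 to 654 with 1 library left out. The number of lists was 17, and it was 16 with the block, 14 to 17 with 1 library left out and 0 with an estimated correlation (1 unadjusted). Of the 10 splits, 1 gave as many transcripts higher, 1 as many lower and 1 as many lists, which in each was the real one.

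The genotype effect differed between the cell types for 624 transcripts. The count was 56 with the block across cell types, 2474 with the 4 MGC libraries, 0 without replicate 1 (2942 unadjusted) and 1579 without replicate 3.

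The sign of single results, or for lists the direction that the test gives, changed in cases that include the following. Zpld1 in MGCs went from −0.49 over 6 libraries to 0.25 over 4. There the Reactome sets of cholesterol biosynthesis, steroidogenesis and calcium handling went from lower to higher in the direction of camera. Over the 4 MGC libraries the log2 fold changes were 1.02 for Ptx3, 0.71 for Tnfaip6 and 0.29 for Ptgs2, and the lists of cholesterol biosynthesis, steroidogenesis, cell adhesion, LH response and cumulus expansion went from lower to higher in the direction of camera, with medians of −0.044, −0.020, −0.023, 0.29 and 0.78. For the former 3 lists the median stayed below 0 (−0.078, −0.10 and −0.39 over all 6 libraries), so that only the direction of the test changed. With upper quartile scaling the direction of the expansion list in MGCs changed at a median of −0.22, beside −0.18. In cumulus cells Ptgs2 was at 0.048 and 0.068 and Npr2 at 0.080 and 0.061 with upper quartile and quantile scaling, and the calcium handling list, at 0.063, changed direction with fry.

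With 1 library left out the log2 fold changes in MGCs ranged from −0.20 to 0.0028 for Sphk2, −1.74 to 0.058 for Sult1e1, −0.65 to 1.10 for Ptx3, −0.93 to 0.80 for Tnfaip6, −1.67 to 0.39 for Ptgs2 and −0.044 to 0.21 for Npr2. The direction of the lists changed too, and their medians ranged from −0.14 to 0.53 for DNA replication and −0.39 to 0.25 for cholesterol metabolism (both Fig. 5g), and from −0.31 to 0.16 for cholesterol biosynthesis, −0.15 to −0.020 for glycolysis, −0.20 to 0.11 for oxidative phosphorylation, −0.23 to −0.0098 for steroidogenesis, −0.65 to 0.36 for LH response, −0.22 to 0.58 for oocyte and −0.79 to 0.76 for cumulus expansion. In cumulus cells the ranges were −0.0047 to 0.14 for Sphk2, −0.34 to 0.15 for Ptgs2, −0.11 to 0.56 for Nppc, −0.079 to 0.070 for Npr2, −0.00776 to 0.086 for calcium handling and −0.070 to 0.22 for calcium and NPR2.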

Differences from the paper's values

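The comparison of all 49 choices of libraries with the paper's fold changes and the further settings over the 4 libraries were chosen after the counts had been seen to differ.

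In MGCs the paper reports 874 altered transcripts, 390 higher and 484 lower, and the analysis here called 6, of which 1 was higher and 5 lower. The fold changes in Table S1 follow WT libraries 1 and 2 and Sphk1/2gc−/− libraries 1 and 2, and over these 4 libraries 191 transcripts were higher and 286 lower, 477 in all. The scale of the fold change is a further part: over the 4 libraries with a pseudocount of 0.1, tried after the result was seen, 276 were higher and 613 lower, 889 in all, and with voom 315 and 814, 1129 in all. Without the fold threshold the 4 libraries gave 2486 and at an unadjusted p 524. Over all 6 libraries the counts at an unadjusted p were 154 and 456 with a pseudocount of 0.1 and 148 and 492 with voom. The paper states the limits, a fold change of 2 and a P value of 0.05, but not the test. The transcripts in its supplementary lists have an adjusted p of 0.05 or less, so counts at an unadjusted p are looser than these lists. Which test and scale the paper used stays open. Fig. 5f draws 3 libraries of each genotype, so that the figure and the fold changes rest on different sets.

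In cumulus cells the paper reports 2113 altered transcripts, 1195 higher and 918 lower, against 981 here, with 511 higher and 470 lower. The fold changes in Table S2 follow all 6 libraries with a constant shift of 0.0701, so the gap does not come from the set of libraries. Part of it comes from the scale, as log2(FPKM + 1) shrinks the change of transcripts at low levels: Pole had a log2 ratio of −1.81 but a log2 fold change of −0.61 and was not called. With a pseudocount of 0.1 in place of 1 the counts were 825 and 849, with voom, tried after the result was seen, they were 927 and 1038, and without the fold threshold 1179 and 1546. The copy of Table S2 holds 1999 transcripts and may be cut short, so no overlap of the calls was computed.

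Single fold changes in Table S1 differ from those over all 6 libraries for 4 of 8 MGC transcripts compared. The paper gives 2.65 for Irf1, −1.19 for Pdgfrb, −1.004 for Ryr2 and −1.43 for Selp, and the log2 ratio of mean FPKM here was 1.56, −1.35, −1.15 and −2.11. Over the 4 libraries these were 2.49, −1.35, −1.17 and −1.58, each below the paper's value by close to the constant shift of 0.163, and with that shift left in 6 of the 8 differ. For Pdgfrb and Ryr2 the difference over 6 libraries is also close to the shift, so these do not point to the set of libraries. In cumulus cells 0 of 11 differ beyond the spread of the replicates. The copy of Table S1 lists Star (−1.08) but not Sult1e1, Cyp11a1 or Sfrp4, although it lacks only 2 of the 874 transcripts.

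The paper names Sult1e1 among the lower MGC transcripts; over the 4 libraries its log2 fold change was −0.39 with a limma adjusted p of 0.140. Sqle in cumulus cells had an adjusted p of 0.0968. Both are in Fig. 5c, where the paper measured transcripts by qRT-PCR and reports that the changes held, which is evidence beside these values. Sphk1 is in both supplementary tables, at −1.69 in MGCs and 2.16 in cumulus cells; its log2 ratios here were −1.88 over 6 MGC libraries and 2.09 in cumulus cells, where it is higher in the libraries labelled Sphk1/2gc−/− on 43 and 51 reads in libraries 2 and 3.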

Other observations

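The tests of Sphk1/2gc−/− library 3 of the MGCs and of the low-level transcripts in WT library 3 of the cumulus cells were chosen after these libraries had been seen to stand apart, and that of a later stage of the response to hCG after the list of the response to LH had been seen; the tests of oocyte RNA, blood cells and linked genes were planned, but the value for oocyte RNA was changed from the fall of the list to its level, and linked genes were judged only after p was seen.

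MGC Sphk1/2gc−/− library 3 stands apart from the other MGC libraries, on a principal component that carries 47.5% of the variance. It is not an exchanged genotype, as BC002163 was at 31.6 FPKM there and at 1.30 FPKM or less in WT; that transcript was picked because it separates the labels. Its correlations with the cumulus cell libraries, 0.691 to 0.713, go both ways, as the lowest is above and the highest below those of the other MGC libraries (0.661 to 0.683 and 0.717 to 0.735). Transcripts abundant in cumulus cells and low in the other 5 MGC libraries argue against cumulus cells in it: 55 such transcripts were at a median of 3.66% of their cumulus cell level there, where the same measure gave 2.78% to 3.75% in the other MGC libraries. Its mean log2(FPKM + 1) for the LH response list was 4.78, against 6.29 to 6.91 in the others. A weaker or later response to hCG in that animal could give this value, and so could other causes.

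Blood and vessel cells fit part of the MGC calls. The neutrophil list fell by a median of −1.85 (10 of 10 lower, camera adjusted p = 3.28e-16, fry adjusted p = 0.0287) and the endothelium list by −0.51 (adjusted p = 6.13e-07, fry adjusted p = 0.0204). The theca and stroma list fell by −0.38 (adjusted p = 0.00719) and the erythrocyte list by −1.27 (adjusted p = 0.0300), and the leukocyte list rose by 0.32 (adjusted p = 0.0300), but none of these held with fry (adjusted p = 0.194, 0.656 and 0.713). Over the 4 libraries the theca and stroma list was at −0.18 (adjusted p = 0.377) and the erythrocyte list at −0.52 (adjusted p = 0.129). The erythrocyte list had a mean log2(FPKM + 1) of 1.78 in Sphk1/2gc−/− library 3 and 3.76 to 4.30 in the others, so that library 3 carries its fall. The leukocyte list went the other way over the 4 libraries, at 0.49 (3 of 18 lower, camera adjusted p = 8.03e-08). Its mean was 3.63 and 3.85 in Sphk1/2gc−/− libraries 1 and 2 but 1.72 in library 3, against 2.75, 2.51 and 1.83 in WT. The granulosa and oocyte lists stayed level at 0.06 and 0.10 (adjusted p = 0.382 and 0.530). The most abundant neutrophil transcript, S100a9, had a mean of 114 FPKM in WT and 13.8 FPKM in Sphk1/2gc−/− MGCs. Of the 10 neutrophil genes, 2 are also in Fig. 5 and all 10 reached 1 FPKM in WT MGCs; of the 12 endothelium genes, 4 are also in another list and 7 reached 1 FPKM. Clec4d, called as lower, is possibly of the same source.

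Oocyte RNA is not the source of the lower cell cycle transcripts in cumulus cells. The highest value of Zp1, Zp2, Zp3, Gdf9 and Bmp15 in any cumulus cell library was 1.93 FPKM, and the oocyte list had a median of −0.38 (camera adjusted p = 0.158) where the mitosis list, with values up to 155 FPKM, had −1.11. The other cell type lists in cumulus cells had medians of 1.33 for leukocytes (adjusted p = 1.31e-06), −1.36 for neutrophils (adjusted p = 0.122), −0.76 for theca and stroma (adjusted p = 0.0447, with the block 0.0528), −1.87 for erythrocytes (adjusted p = 0.0191) and −0.61 for granulosa cells (adjusted p = 0.00282).

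The response to LH was higher in Sphk1/2gc−/− cumulus cells, by a median of 0.43 (camera adjusted p = 0.00982, fry adjusted p = 0.252), beside the lower cell cycle. A later stage of the response could give this pattern, and a single time cannot separate that from a change in the response itself. The expansion transcripts Ptx3 and Tnfaip6 were higher in these libraries, by 1.73 and 1.58 (limma adjusted p = 0.00838 and 0.00937), and the list of 4 expansion transcripts by 1.08 (adjusted p = 0.0347). Has2 and Ptgs2 had log2 fold changes of 0.58 and −0.04 (adjusted p = 0.199 and 0.930). The paper measured expansion transcripts by qRT-PCR at 4 h and reports lower levels; the sequencing covers 2 h only.

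Genes near the targeted loci were compared with the rest. Within 10 Mb of Sphk1, 18 of 157 tested transcripts were called in cumulus cells (11.5%, against 7.99% elsewhere, Fisher p = 0.137), and near Sphk2 4 of 96 (4.17% against 8.07%). In MGCs 0 were called near either locus, as only 6 were called in all. Passenger genes of the strain in which the alleles were made might be among the 18, which this test cannot tell.

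WT library 3 of the cumulus cells lists 27541 genes above 0, of which 6616 are above 0 in no other cumulus cell library. Their median was 0.0598 FPKM, or 1 read, and together they hold 12119 reads, 0.0690% of the library. Greater depth is not the cause, as that library had 17.6 M reads within a range of 16.1 to 19.8 M. Only 20 of these genes were tested.

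The lists not given with the results in MGCs were these. The Fig. 5g lists had medians of 0.29 for DNA replication and cell cycle (camera adjusted p = 0.0138), 0.21 for chromosome condensation and separation (0.0663, with the block 0.00417), −0.07 for cholesterol metabolism (0.256) and −0.13 for glycolysis (0.191). The lists from general knowledge had −0.08 for cholesterol biosynthesis (adjusted p = 0.251), −0.09 for glycolysis (0.501), 0.0043 for oxidative phosphorylation (0.892) and −0.32 for the response to LH (0.128). The lists of the S1P pathway, of calcium and NPR2 and of cumulus expansion had −0.18, 0.17 and −0.18 (adjusted p = 0.119, 0.161 and 0.939), and with the block the list of calcium and NPR2 had an adjusted p of 0.0453. Over the paper's 4 libraries the response to LH was higher, at 0.29 (camera adjusted p = 0.000185), and so was cumulus expansion, at 0.78 (0.000171). The list of calcium and NPR2 was at 0.24 there (camera adjusted p = 0.0133). In the Reactome sets, DNA replication had 0.25 (adjusted p = 1.09e-07), mitosis 0.20 (9.27e-08), cell adhesion −0.12 (0.0106) and interferon gamma 0.13 (0.00928), and the others had an adjusted p of 0.205 or more. With fry no Reactome set held in MGCs (adjusted p = 0.692 for each).

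In cumulus cells the steroidogenesis list fell by a median of −1.24 (camera adjusted p = 0.00180, fry adjusted p = 0.00910) and the Fig. 5f list of ovarian steroidogenesis by −0.72 (adjusted p = 0.00576). The Fig. 5f lists of transcriptional regulation and calcium ion binding had −0.17 and 0.08 (adjusted p = 0.326 and 0.719). Cell adhesion, calcium handling, the S1P pathway and the list of calcium and NPR2 had 0.23, 0.06, 0.16 and 0.13 (adjusted p = 0.188, 0.790, 0.184 and 0.849). Reactome sets gave −0.42 for oxidative phosphorylation (adjusted p = 1.43e-05), 0.13 for cell adhesion (0.000529), 0.02 for steroidogenesis (0.295) and 0.14 for calcium handling (0.741).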
